# TFEB-mediated lysosomal exocytosis alleviates high-fat diet–induced lipotoxicity in the kidney

**DOI:** 10.1172/jci.insight.162498

**Published:** 2023-02-22

**Authors:** Jun Nakamura, Takeshi Yamamoto, Yoshitsugu Takabatake, Tomoko Namba-Hamano, Satoshi Minami, Atsushi Takahashi, Jun Matsuda, Shinsuke Sakai, Hiroaki Yonishi, Shihomi Maeda, Sho Matsui, Isao Matsui, Takayuki Hamano, Masatomo Takahashi, Maiko Goto, Yoshihiro Izumi, Takeshi Bamba, Miwa Sasai, Masahiro Yamamoto, Taiji Matsusaka, Fumio Niimura, Motoko Yanagita, Shuhei Nakamura, Tamotsu Yoshimori, Andrea Ballabio, Yoshitaka Isaka

**Keywords:** Metabolism, Nephrology, Chronic kidney disease, Lysosomes, Obesity

## Abstract

Obesity is a major risk factor for end-stage kidney disease. We previously found that lysosomal dysfunction and impaired autophagic flux contribute to lipotoxicity in obesity-related kidney disease, in both humans and experimental animal models. However, the regulatory factors involved in countering renal lipotoxicity are largely unknown. Here, we found that palmitic acid strongly promoted dephosphorylation and nuclear translocation of transcription factor EB (TFEB) by inhibiting the mechanistic target of rapamycin kinase complex 1 pathway in a Rag GTPase–dependent manner, though these effects gradually diminished after extended treatment. We then investigated the role of TFEB in the pathogenesis of obesity-related kidney disease. Proximal tubular epithelial cell–specific (PTEC-specific) *Tfeb*-deficient mice fed a high-fat diet (HFD) exhibited greater phospholipid accumulation in enlarged lysosomes, which manifested as multilamellar bodies (MLBs). Activated TFEB mediated lysosomal exocytosis of phospholipids, which helped reduce MLB accumulation in PTECs. Furthermore, HFD-fed, PTEC-specific *Tfeb*-deficient mice showed autophagic stagnation and exacerbated injury upon renal ischemia/reperfusion. Finally, higher body mass index was associated with increased vacuolation and decreased nuclear TFEB in the proximal tubules of patients with chronic kidney disease. These results indicate a critical role of TFEB-mediated lysosomal exocytosis in counteracting renal lipotoxicity.

## Introduction

Obesity is an independent risk factor for kidney function decline and mortality, and the number of obese individuals has dramatically increased worldwide over the past 4 decades (1, 2). Obesity-related kidney disease has been characterized by glomerular hypertrophy and segmental sclerosis, generally referred to as “obesity-related glomerulopathy” (3). Circulating albumin–bound free fatty acids are filtered by glomeruli and endocytosed via receptors such as low-density lipoprotein receptor–related protein (LRP2)/MEGALIN in the proximal tubules (4, 5), suggesting that proximal tubular cells (PTECs) may be highly susceptible to lipid overload. In addition, obesity is characterized by adipocyte hypertrophy, resulting in secretion of pro-inflammatory saturated fatty acids, including palmitic acid (PA) (6). Although obesity-related tubular lesions have largely been overlooked relative to glomerular lesions, accumulating evidence suggests that lipid overload–induced tubular lesions, such as multilamellar bodies (MLBs) in the lysosomes, contribute to kidney dysfunction, inflammation, and fibrosis (5, 7–10). However, the regulatory mechanisms through which PTECs escape from obesity-related tubular lesions are still largely unknown. Furthermore, whether findings in murine models are applicable to obesity-related nephropathy in humans remains to be established.

Macroautophagy (hereafter referred to as autophagy) is an essential intracellular degradation system in which cytoplasmic contents are degraded in lysosomes (11). Recently, essential roles of autophagy in maintaining the function of PTECs have been elucidated in both physiological and pathological settings, such as acute kidney injury (12–14), starvation, aging, and metabolic syndrome–related diseases (15–18). Recently, we identified a novel mechanism underlying obesity-related tubular lesions: (a) vacuoles in PTECs consist of phospholipid accumulation in enlarged lysosomes; (b) lipid overload stimulates autophagy to renovate damaged plasma and organelle membranes; and (c) this autophagic activation places a burden on the lysosomal system, leading to autophagic stagnation, which manifests as phospholipid accumulation in lysosomes (10, 19).

Renal lipid accumulation is accompanied by alterations in gene expressions related to lipid metabolism (20). However, the transcriptional and regulatory control mechanisms governing obesity-related tubular lesions have not been well characterized. In the present study, we used RNA sequencing (RNA-Seq) transcriptomic analysis to identify transcription factor EB (TFEB) as a key transcriptional regulator involved in PA-induced lipotoxicity. We also investigated the role of TFEB in obesity-related tubular lesions using a model of high-fat diet–fed (HFD–fed), PTEC-specific *Tfeb*-deficient mice. Finally, we evaluated vacuole formation and TFEB activity in the tubules of nonobese and obese patients with chronic kidney disease (CKD).

## Results

### PA activates TFEB in PTECs.

First, to identify the regulatory pathways in PTECs during lipid overload, cultured PTECs were treated with either bovine serum albumin (BSA) or PA-bound BSA and subjected to RNA-Seq transcriptomic analysis. 

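The sequenced cells were immortalized wild-type mouse PTECs, harvested 6 hours after BSA (3 libraries) or PA-bound BSA (3 libraries). The methods give 0.125% BSA and 0.125 mM PA for treatments with no other stated dose. An epithelial keratin gene and a renal transcription factor gene were abundant: the mean RPKM in BSA-treated PTECs was 489 for Krt8 and 56.8 for Pax8. Of 35 proximal tubule genes, 12 had a mean RPKM over 1, among them the endocytic receptor gene Lrp2 at 7.11 in BSA-treated and 6.25 in PA-treated PTECs. Of the markers of other cell types, 1 of 10 fibroblast genes (Col1a2), 1 of 8 endothelial genes (Flt1), 2 of 10 immune genes (Cd14 and Csf1r) and 2 of 14 genes of other nephron segments (Podxl and Synpo) had a mean RPKM over 1. The deposited table holds RPKM values of 24421 genes, of which 5294 were at 0 in all 6 libraries. The authors mapped the reads to GRCm38 with TopHat and Bowtie2 and tested the genes with edgeR. Within each gene the RPKM values were whole multiples of what 1 read is worth, within a tolerance of 1e-06, which gave the number of reads in each library's denominator. It was 20024104, 21568228 and 17679817 for BSA replicates 1, 2 and 3, and 20189052, 17850330 and 19443828 for PA replicates 1, 2 and 3. Since RPKM is not a count, the 11671 genes with a mean RPKM of at least 0.5 over the 6 libraries were tested with limma on log2(RPKM + 0.1), a scale that understates the change of low genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The test, its thresholds and 36 gene lists were fixed before the data were examined. Some of the lists stand in for pathways that Figure 1A had already shown from these libraries. Neither the paper nor the labels say that the libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.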

To determine which pathways were significantly enriched, we conducted gene set enrichment analysis (GSEA) and determined that the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway “lysosome” was significantly upregulated by PA treatment (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.162498DS1).

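Transcripts of many lysosomal enzymes, of the proton pump that acidifies lysosomes, and of lysosomal membrane proteins were higher in PA-treated PTECs. Of 38 measured lysosomal hydrolases, 24 rose, none fell and 14 did not pass the test. Ctsa, which encodes the protective protein cathepsin A, went from 24.3 ± 2.16 to 41.7 ± 1.88 RPKM (SD, n = 3 libraries each), and Neu1, the lysosomal sialidase, was 1.70-fold higher (adjusted p = 1.4e-04 from limma). Of 19 subunits and accessory proteins of the V-ATPase, 15 rose and none fell, with Atp6ap2 1.69-fold and Atp6v1c1 1.42-fold higher. Of 27 lysosomal membrane proteins, 15 rose, among them Clcn7, a chloride-proton exchanger, at 1.57-fold, Slc36a1, an amino acid transporter, at 1.56-fold and Ctns, the cystine exporter, at 1.67-fold. In that group 1 gene fell, Hgsnat. The 26 adaptor and clathrin genes, which sort cargo toward lysosomes, were mostly not past the test: 5 rose, 2 fell and 19 did not pass, with a median log2 fold change of −0.03 (fgsea adjusted p = 0.446). Those that rose included Igf2r, the cation-independent mannose 6-phosphate receptor, with a log2 fold change of 0.59 (standard error 0.06), and Gga2 with 0.48 (standard error 0.07).
KEGG's own gene sets were not used here, and a list of lysosomal genes written to stand in for its lysosome pathway was tested. Of the 99 members measured, 49 rose, 3 fell and 47 did not pass (51 rose and 8 fell when adjusted over the list alone). The 3 that fell were Ap1m1, Hgsnat and Sort1, named after their values were seen, and 6 members fell without BSA replicate 3. The median log2 fold change of the list was 0.25. In fgsea on the log2 fold changes its normalized enrichment score was 2.64 (adjusted p = 8.2e-15 over 31 lists). In camera the list passed with a preset correlation of 0.01 (adjusted p = 2.1e-12) but not with one estimated from these libraries (adjusted p = 0.221 with an estimated correlation). The hydrolases, the membrane proteins and the V-ATPase did not pass there either, at adjusted p = 0.221, 0.200 and 0.200 with an estimated correlation.

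**Figure D1:**
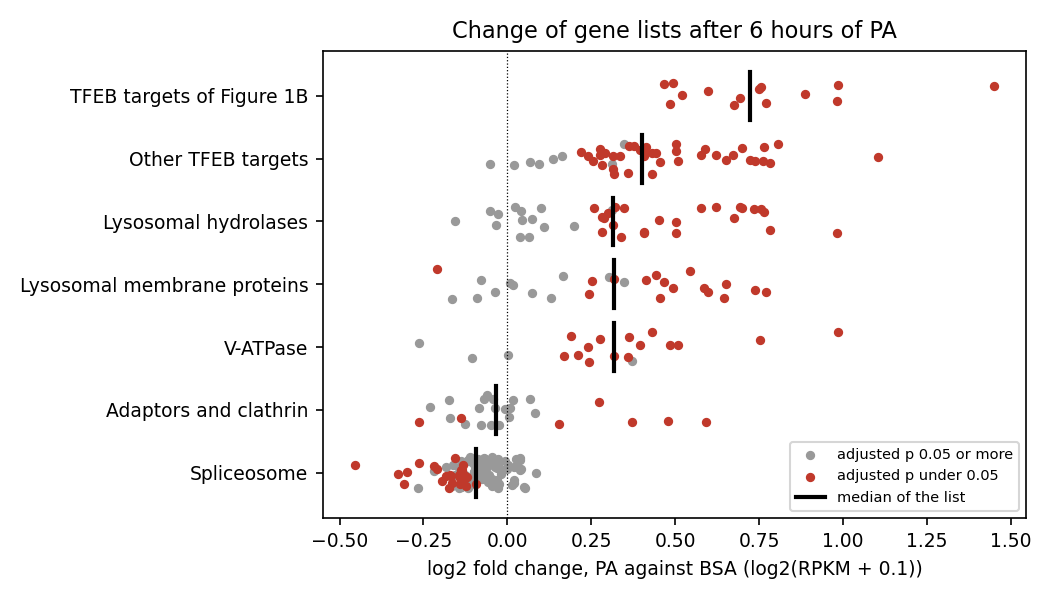
Log2 fold change of each measured gene, PA against BSA, by gene list. Each point is 1 gene, red where the adjusted p from limma is under 0.05 and gray otherwise, and the black bar is the median of the list, 0.31 for lysosomal hydrolases and −0.03 for adaptors and clathrin. Vertical positions within a list are random.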

We then focused on transcription factors (TFs) that regulate lysosomal biogenesis and function during lipid overload in PTECs. 

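Among genes with a mean RPKM of at least 1, Angptl4 and Slc7a11 rose most with PA. Angptl4, which encodes an inhibitor of lipoprotein lipase, went from 3.29 ± 0.560 to 16.9 ± 0.646 RPKM (SD, n = 3 libraries each), and Slc7a11, the cystine-glutamate exchanger, from 0.534 ± 0.0386 to 3.02 ± 0.177. Cpt1a, which controls the entry of fatty acids into mitochondria, was 3.78-fold higher, Pdk4, an inhibitory kinase of pyruvate dehydrogenase, 3.20-fold, and Acot2, a mitochondrial acyl-CoA thioesterase, 3.22-fold. Hmox1, the heme oxygenase, was 3.29-fold higher, Trib3 3.23-fold and Tnfaip2 3.22-fold, and the chemokine genes Ccl2 and Ccl20 were 3.04-fold and 2.90-fold higher. These 10 had the highest log2 fold changes, from 1.54 to 2.34, among genes past the test with that expression and all PA libraries on one side of all BSA libraries. Their adjusted p from limma lay between 3.8e-06 and 0.0015.
Among the 10 lowest were 3 protein-coding genes. Thbs1, which encodes thrombospondin-1, fell from 49.4 ± 5.95 to 17.6 ± 0.979 RPKM, a log2 fold change of −1.48 (standard error 0.08, adjusted p = 2.5e-05 from limma). Edn1, which encodes the precursor of endothelin-1, had a log2 fold change of −1.46 (standard error 0.26, adjusted p = 0.0076), and Slc13a2, a sodium-dicarboxylate cotransporter, −1.30 (standard error 0.13, adjusted p = 4.3e-04). The other 7 were short RNA genes, Mir7061, Mir7013, Snord88a, Mir1943, Mir186, Mir6935 and Snora62. Each of these lies within a host gene and had between 0 and 14 reads per library, so their changes are uncertain. Each of the 7 lost its call in at least 1 alternative fit.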

To identify TFs with enriched binding within 1 kb from the transcription start sites (TSSs) of genes that are differentially expressed following PA treatment, we conducted ChIP-Atlas enrichment analysis using RNA-Seq data and compared the results with published ChIP-Atlas data sets (http://chip-atlas.org/) (21). We found that TFEB was among the top 10 of the examined TFs in terms of binding strength (Supplemental Table 1). TFEB regulates the expression of target genes bearing the coordinated lysosomal expression and regulation (CLEAR) motif, thereby regulating lysosomal biogenesis and function (22, 23). 

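Of the 15 TFEB target genes shown in Figure 1B, 14 were high enough to test, and all 14 rose with PA. Sqstm1, which encodes an autophagy receptor, rose most, from 139.6 ± 12.0 to 380.4 ± 2.63 RPKM (SD, n = 3 libraries each), a 2.73-fold change. It lies on chromosome 11 from 50199366 to 50210827 of GRCm38 and is also in the list of NRF2 targets. The V-ATPase subunit gene Atp6v0b, on chromosome 4 from 117884326 to 117887333, and Hexa, a subunit gene of β-hexosaminidase, on chromosome 9 from 59539540 to 59565109, were 1.98-fold and 1.97-fold higher. Uvrag and Rragc were 1.85-fold and 1.68-fold higher, the cathepsin genes Ctsb and Ctsd 1.60-fold and 1.62-fold, and Tpp1, a lysosomal peptidase gene, 1.69-fold. Tmem55b, on chromosome 14 from 50926068 to 50930856, rose from 8.99 ± 1.36 to 15.3 ± 1.57 RPKM, a log2 fold change of 0.77 (standard error 0.12, adjusted p = 0.0039 from limma), the largest adjusted p of the 14. The smallest change was that of Lamp1, with a log2 fold change of 0.46 (standard error 0.04, adjusted p = 1.4e-04), at 279 ± 12.3 RPKM with BSA and 385 ± 3.23 with PA. The remaining 4, Lamp2, the calcium channel gene Mcoln1, Atp6v0a1 and Map1lc3b, had log2 fold changes of 0.49, 0.60, 0.48 and 0.52. In each of the 14 genes every PA library was above every BSA library. All 14 also passed when adjusted over the list alone. The figure shows these genes from the same libraries, and how they were picked is not given in the sources used here, so the count is not independent evidence of their direction. As a set they had adjusted p = 0.194 in camera with an estimated correlation. Rragd was below the expression minimum, with RPKM values of 0.069, 0.073 and 0.112 in BSA-treated and 0.216, 0.155 and 0.183 in PA-treated PTECs.
Another list held TFEB targets that Figure 1B does not show. Of its 50 genes, 22 are also in the lysosome list, 12 in the hydrolase list and 8 in the V-ATPase list. Its rise is therefore not separate from theirs. Of its 46 measured members 38 rose, none fell and 8 did not pass (40 rose when adjusted over the list alone). Fnip1 rose 2.15-fold and Flcn 1.65-fold, which encode partners in the complex that acts on RagC/D, and Fnip2 rose 1.50-fold. Plin2, which encodes a lipid droplet coat protein and is also in the lists of lipid droplet genes and PPAR targets, rose 1.75-fold. The median log2 fold change of the list was 0.40 and its normalized enrichment score in fgsea 2.68 (adjusted p = 1.1e-14; in camera, adjusted p = 0.0815 with an estimated correlation). The transcripts of Tfeb and Tfe3 themselves did not pass the test, with log2 fold changes of −0.17 (standard error 0.20, adjusted p = 0.567 from limma) and 0.02 (standard error 0.05, adjusted p = 0.786). From the increase of the target genes, the paper proposes that PA activates TFEB in PTECs during lipid overload. The paper also assessed TFEB protein in the nucleus and the phosphorylation of TFEB, which the Tfeb transcript does not measure.

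**Figure D2:**
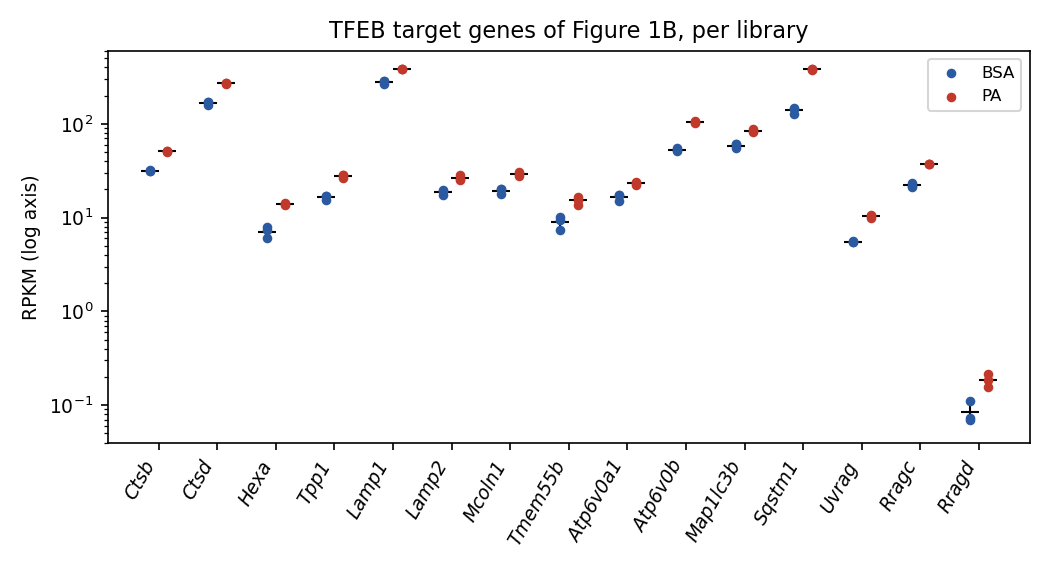
RPKM of the 15 genes of Figure 1B in each library, on a log axis. Points are libraries (3 with BSA, 3 with PA), and the dash and bar are the mean ± SD. The 3 PA libraries are above the 3 BSA libraries in each gene, Rragd included.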

The expressions of TFEB target genes were consistently increased in PA-treated PTECs compared with those treated with BSA (Figure 1B), suggesting that PA activates TFEB in PTECs during lipid overload.

We next assessed TFEB nuclear translocation in cultured PTECs treated with BSA or PA-bound BSA. The protein levels of TFEB in the nuclear fraction were increased by PA treatment, with a peak at 12 hours, and gradually declined over extended treatment (Figure 1C). Immunostaining for TFEB verified the time-dependent changes in TFEB nuclear translocation by PA (Figure 1D). Taken together, PA activates TFEB in PTECs.

### PA activates TFEB via a Rag GTPase–dependent mechanism.

We explored the mechanism of PA-induced TFEB nuclear translocation and activation by focusing on mechanistic target of rapamycin kinase complex 1 (MTORC1), a key signaling pathway that negatively regulates TFEB (24). We first assessed whether PA-induced TFEB nuclear translocation is mediated by the suppression of MTORC1 activity. As seen following treatment with Torin 1, an mTOR inhibitor (25), PA dephosphorylated TFEB (Ser211) (Figure 2A). Unexpectedly, PA treatment did not affect the classical downstream signaling activities of MTORC1, such as phosphorylation of S6RP (Ser235/236) and 4E-BP1 (Thr37/46) (Figure 2, A and B). We hypothesized that RagC and RagD GTPases are involved in PA-induced TFEB dephosphorylation, since a recent study showed that TFEB is phosphorylated by MTORC1 via a substrate-specific mechanism mediated by Rag GTPases, but not by Ras homolog enriched in brain (RHEB) (26). Indeed, PA-induced TFEB nuclear translocation was inhibited by the overexpression of a constitutively active form of RagC (pRK5-HA GST RagC 75 L), while Torin 1 translocated TFEB into the nucleus even in the presence of active RagC (Figure 2C). To further explore the possible mechanism of PA-induced TFEB nuclear translocation, we focused on folliculin (FLCN), which is an amino acid–dependent GTPase-activating protein (GAP) for RagC/D (27). As expected, amino acid stimulation after starvation increased TFEB phosphorylation in BSA-treated PTECs but not in PA-treated PTECs, whereas S6RP and 4E-BP1 were similarly phosphorylated by amino acid stimulation in both BSA- and PA-treated PTECs (Figure 2D). This indicated that dysregulation of the FLCN–RagC/D axis may be involved in PA-induced TFEB activation. In addition, based on the previous reports that RagC/D activity affects MTORC1 lysosomal recruitment though to a lesser extent than RagA/B and that TFEB is phosphorylated by lysosomal MTORC1 (28, 29), we assessed whether PA affected MTOR localization. PA reduced lysosomal accumulation of MTOR (Supplemental Figure 2A), suggesting that PA may dephosphorylate TFEB partially by MTORC1 dissociation induced by inactive RagC/D.

Under certain conditions, including lysosomal perturbation, TFEB activation requires autophagy-independent autophagy-related 8 (ATG8) conjugation to the lysosomal membrane (30, 31). GABA_A_ receptor–associated protein (GABARAP; ATG8 homolog) was shown to directly bind to the FLCN/folliculin interacting protein (FNIP) complex and to sequester FLCN/FNIP to GABARAP-conjugated lysosomal membranes, which disrupts the GAP function of this complex and impairs substrate-specific, MTORC1-dependent phosphorylation of TFEB (32). Similarly, PA treatment induced the lipidation of GABARAP/microtubule-associated protein 1 light chain 3 (MAP1LC3) and the sequestration of FLCN to lysosomes (Supplemental Figure 2, B and C). PA-induced FLCN sequestration was also reduced in mouse embryonic fibroblasts (MEFs) harboring triple knockout of *Gabarap*, *Gabarapl1*, and *Gabarapl2* (GABARAP TKO) (Supplemental Figure 2D), indicating that this sequestration is dependent on GABARAP. In addition, PA-induced TFEB dephosphorylation, which was demonstrated by a downshift of the TFEB band in Western blotting due to decreased TFEB molecular weight, was impaired in MEFs harboring a deletion of *Atg7*, a component of the ATG conjugation systems essential for GABARAP/MAP1LC3 lipidation, but not in MEFs with a deletion of *Rb1cc1/Fip200*, which is required for autophagosome biogenesis (Supplemental Figure 2E). These results indicate that PA-induced TFEB dephosphorylation probably depends on lipidation of GABARAP/MAP1LC3. Using MEFs harboring double knockout of *Map1lc3a* and *Map1lc3b* (LC3 DKO) or GABARAP TKO, we investigated whether GABARAP/MAP1LC3 are required for TFEB dephosphorylation by PA. TFEB dephosphorylation was reduced in both mutant cell types after PA treatment, though the reduction was less than in MEFs harboring a deletion of *Atg7*, suggesting that both GABARAP and MAP1LC3 contribute to TFEB nuclear translocation (Supplemental Figure 2F). Together, these results suggest that PA-induced TFEB dephosphorylation and subsequent nuclear translocation are mediated by MTORC1 inhibition via a Rag-dependent mechanism.

### TFEB alleviates lipid overload–induced phospholipid accumulation in enlarged lysosomes in PTECs.

To determine the role of PA-induced TFEB nuclear translocation, we generated PTECs that overexpressed or were deficient in *Tfeb* (Supplemental Figure 2G). PA treatment induced the accumulation of dilated lysosomes in *Tfeb*-deficient PTECs, which was restored by *Tfeb* overexpression (Figure 3A). To investigate the role of TFEB in vivo, 8-week-old, PTEC-specific *Tfeb*-deficient *Tfeb^fl/fl^* KAP (kidney androgen-regulated protein–Cre) mice and *Tfeb^fl/fl^* control mice were fed a normal diet (ND) or an HFD for 2 months, resulting in nonobese and obese mice, respectively. An immunofluorescence study and Western blot analysis demonstrated that TFEB nuclear translocation in PTECs was promoted in obese mice more significantly than in nonobese mice (Figure 3, B and C). In agreement with in vitro results, HFD-induced TFEB nuclear translocation was impaired in obese *Atg5^fl/fl^* KAP mice, whose PTECs were deficient in *Atg5*, a component of the ATG conjugation system (Supplemental Figure 2H). In the PTECs of *Tfeb^fl/fl^* KAP mice, HFD induced formation of cytosolic vacuoles, most of which exhibited lysosomal-associated membrane protein 1 (LAMP1) on the surface and were positively stained with toluidine blue (Figure 3D). Staining with Nile red, which can detect not only lipid droplets but also phospholipids (33), was more intense in PTECs of *Tfeb^fl/fl^* KAP mice (Figure 3E). Most of the Nile red–positive lipids were colocalized with LAMP1 (Supplemental Figure 3A). Electron microscopy revealed that the number of HFD-induced MLBs, which have concentric membrane layers and an electron-dense core, was increased in obese *Tfeb^fl/fl^* KAP mice (Figure 3F). Greater phospholipid accumulation in enlarged lysosomes was verified in other types of PTEC-specific *Tfeb*-deficient mice, which excluded the off-target effect of KAP-Cre (Supplemental Figure 3B). Furthermore, trehalose, a natural disaccharide (α,α-1,1-glucoside) that was reported to enhance TFEB nuclear translocation (34), increased the TFEB nuclear translocation and reduced HFD-induced formation of cytosolic vacuoles in PTECs (Supplemental Figure 3, C and D). Resveratrol, a plant-derived polyphenolic compound that is known to be a TFEB activator (35), like trehalose, also reduced the formation of cytosolic vacuoles (Supplemental Figure 3E). These data suggest that TFEB alleviates lipid overload–induced phospholipid accumulation in enlarged lysosomes in PTECs.

### PA-induced TFEB activation promotes lysosomal exocytosis of phospholipids in PTECs.

We next assessed HFD-fed, PTEC-specific *Tfeb*-deficient mice in terms of lysosomal biogenesis and function, since these are critically impaired in other cell types in several disease models (36–39). Unexpectedly, lysosomal biogenesis and proteolytic activity, as assessed by the protein levels of LAMP1 and mature cathepsin D (CTSD), showed no significant differences between obese *Tfeb^fl/fl^* and *Tfeb^fl/fl^* KAP mice (Supplemental Figure 4A). Similarly, there was no significant difference in lysosomal biogenesis or proteolytic activity between control and *Tfeb*-deficient PTECs after PA treatment (Supplemental Figure 4B). A recent study reported that TFEB regulates lysosomal exocytosis, and induction of lysosomal exocytosis by TFEB overexpression has been shown to rescue pathologic storage and restore normal cellular morphology in lysosomal storage disease (LSD) (40, 41). Thus, we deduced that TFEB-mediated lysosomal exocytosis is involved in phospholipid accumulation in PTEC lysosomes, since it can be regarded as an acquired form of LSD (8, 10). Electron microscopy analysis revealed that lysosomal contents were released outside the plasma membrane during PA treatment, indicating that PA induces lysosomal exocytosis (Figure 4A). PA significantly increased the release of the lysosomal enzyme *N*-acetyl-β-d-glucosaminidase (β-hexosaminidase) in the culture supernatant of wild-type PTECs, without significantly altering lactate dehydrogenase (LDH) release, an indicator of cell death, and this increase was completely abolished by TFEB deficiency (Figure 4B and Supplemental Figure 4C). Lysosomal exocytosis was verified by staining nonpermeabilized cells with anti-LAMP1 antibody and observing exposed LAMP1 on the plasma membrane (Figure 4C). To further investigate the trafficking of phospholipids, we performed a pulse-chase assay. Cultured PTECs were initially labeled with trace amounts of phosphatidylcholine that was fluorescence-tagged at its fatty acid tail (FL HPC) for 16 hours and chased with each treatment for 6 hours (Figure 4D) (10). Colocalization of FL HPC and LysoTracker Red was increased in PA-treated PTECs regardless of TFEB deficiency, indicating that PA promotes phospholipid redistribution into the lysosomes for autophagic degradation. PA significantly increased the number of FL HPC–positive and LysoTracker-negative dots outside the cell border in wild-type PTECs, but the increase was almost completely abolished by TFEB deficiency, suggesting that more phospholipids were released by PA-treated PTECs and this release was dependent on TFEB (Supplemental Figure 4D). In addition, to determine the impact of this release on the clearance of lysosomal phospholipid accumulation, we observed PA-treated PTECs for up to 24 hours after PA washout. Dots indicating colocalized phospholipids and lysosomes were decreased in wild-type PTECs, but the decrease was completely abolished by TFEB deficiency (Figure 4E). Collectively, PA-induced TFEB activation promotes lysosomal exocytosis of phospholipids in PTECs.

### MLBs are excreted into the tubular lumen in obese mice.

Next, we examined whether lysosomal exocytosis of MLBs actually occurs in obese mice. Electron microscopy revealed that MLBs were released from the apical membrane into the tubular lumen in PTECs (Figure 5A). MLBs were consistently detected in the urine of obese mice but rarely in that of nonobese mice (Figure 5B). The size of released MLBs was much larger than 150 nm, the maximum size of exosomes that originate from multivesicular bodies (42), suggesting that the MLBs in the tubular lumen had mainly originated from enlarged lysosomes rather than from intracellular multivesicular bodies. In Fabry disease, an LSD, multilamellar inclusions within lysosomes are found predominantly in podocytes and distal tubules (43). Therefore, we investigated whether cells other than PTECs contained MLBs. MLBs were not observed in distal tubules or podocytes (Supplemental Figure 5, A and B), suggesting that MLBs were derived from PTECs. Moreover, lipidomic analysis demonstrated that the urinary levels of many phospholipids, such as bis(monoacylglycerol) phosphate (BMP), a lysosomal phospholipid whose tissue levels are increased in patients with phospholipidosis (44), were significantly increased in obese mice compared with nonobese mice (Figure 5C and Supplemental Figure 5, C–F). These data suggest that MLBs are excreted into the tubular lumen in obese mice.

### TFEB promotes apical transport of lysosomes in PTECs of obese mice.

Under physiological conditions, LAMP1-positive lysosomes are localized underneath the LRP2-positive apical plasma membrane in PTECs (Figure 3D and Supplemental Figure 3B), and this was observed in obese *Tfeb^fl/fl^* mice. By contrast, LAMP1-positive vacuoles had a scattered distribution in obese *Tfeb^fl/fl^* KAP mice (Figure 6A). Ultrastructurally, basolateral localization of MLBs was also observed in obese *Tfeb^fl/fl^* KAP mice (Figure 6B). Based on these observations, we postulated that TFEB regulates dynein-dependent transport of lysosomes in obese mice. Lysosomes move along microtubules, whose geometries vary according to cell type. In unpolarized cells, microtubule minus ends are located around the nucleus while plus ends are situated around the cell periphery. However, polarized epithelial cells such as PTECs contain a polarized microtubule network that runs mostly in the apicobasal direction: microtubule minus ends are positioned on the apical side and the plus ends are found on the basolateral side (45). We measured the mRNA and protein levels of *Tmem55b/Pip4p1*, a TFEB downstream gene involved in retrograde transport toward microtubule minus ends (46). Upregulation of transmembrane protein 55b (TMEM55B) was observed after treatment with PA in wild-type PTECs, but the increase was less pronounced in *Tfeb*-deficient PTECs (Figure 6, C and D). These data suggest that TFEB promotes apical transport of lysosomes in PTECs under lipid overload.

### TFEB deficiency stagnates autophagic flux and increases vulnerability to ischemia/reperfusion kidney injury during HFD treatment.

Phospholipid accumulation in lysosomes stagnates autophagy (19). To assess autophagic flux in vivo, GFP-MAP1LC3 transgenic *Tfeb^fl/fl^* and *Tfeb^fl/fl^* KAP mice fed with an ND or HFD were administered chloroquine 6 hours before euthanasia (16). GFP-positive dots that represent autophagosomes were rarely observed in chloroquine-free nonobese *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice, and the numbers of these dots remained unchanged by chloroquine administration, suggesting that autophagic activities in both nonobese mice were low. By contrast, a substantial number of dots were observed in PTECs of chloroquine-free obese *Tfeb^fl/fl^* and *Tfeb^fl/fl^* KAP mice. Chloroquine administration significantly increased the number of dots in obese *Tfeb^fl/fl^* mice, whereas this number remained unchanged in obese *Tfeb^fl/fl^* KAP mice, suggesting that autophagy flux was high in obese *Tfeb^fl/fl^* mice but was stagnated by TFEB deficiency (Figure 7A). TFEB deficiency also reduced the formation of autophagosomes, as indicated by the relatively fewer dots in obese *Tfeb^fl/fl^* KAP mice even after chloroquine administration. Electron microscopy validated the results of this immunofluorescence study (Supplemental Figure 6A).

Next, since our previous study showed that autophagy in PTECs counteracts ischemia/reperfusion (IR) injury (10), we assessed whether the vulnerability toward IR injury was affected by TFEB deficiency in nonobese and obese mice. No significant difference in kidney injury was observed between nonobese *Tfeb^fl/fl^* and *Tfeb^fl/fl^* KAP mice following IR, but we observed more severe injury with massive tubular sediments and vacuolation in obese *Tfeb^fl/fl^* KAP mice compared with obese *Tfeb^fl/fl^* mice (Figure 7B). Moreover, the number of TUNEL-positive tubular cells was prominently increased in obese *Tfeb^fl/fl^* KAP mice (Figure 7C). Both impaired autophagic flux and reduced cell viability following PA treatment were consistently exacerbated in *Tfeb*-deficient PTECs and rescued by TFEB overexpression (Supplemental Figure 6, B and C). Taken together, TFEB deficiency stagnates autophagic flux and enhances vulnerability toward IR injury during HFD treatment.

### Toxic lipids released from MLBs cause tubular injury after IR.

We examined whether MLBs themselves cause lipotoxicity. MLB formation can be regarded as a process for sequestering potentially harmful metabolites, such as fatty acyl-CoA, free cholesterol, diacylglycerol, and ceramides, which suppresses toxicity (47). Indeed, HFD-fed, PTEC-specific *Tfeb*-deficient mice exhibited no obvious worsening of inflammation or fibrosis despite marked MLB accumulation (Supplemental Figure 6D). Then, we speculated that giant MLBs would be more susceptible to lysosomal membrane permeabilization (LMP) under acute injury, resulting in lipotoxicity because of the release of lipids from the lysosomal lumen to the cytosol. Indeed, electron microscopy revealed that lysosomal membranes of giant MLBs were interrupted in obese *Tfeb^fl/fl^* KAP mice (Supplemental Figure 7A). Moreover, GALECTIN-3 dots, a sensitive marker of LMP (48), exhibited significant accumulation around enlarged vacuoles corresponding to the giant MLBs (Supplemental Figure 7B).

Next, we examined the lysosomal lipid composition in the kidneys of obese mice to investigate which lipids in MLBs cause lipotoxicity. Lipidomic analysis of the lysosomal fraction in kidneys revealed an increase in BMP and in toxic lipids such as diacylglycerol and ceramides (Supplemental Figure 7, C and D). This result was in good agreement with that obtained by urine lipidomics. We next focused on a lysosomal ceramide that induces apoptosis (49). When the cell-permeable analog C_2_-ceramide was administered to PTECs in vitro, cell viability was reduced (Supplemental Figure 7E). These data suggest that toxic lipids released from MLBs into the cytosol cause severe tubular toxicity under acute kidney injury in obese mice.

### Higher BMI is associated with increased vacuolation and decreased TFEB nuclear localization in PTECs of patients with CKD.

We next analyzed kidney biopsy samples from obese and nonobese patients with CKD. In contrast with obese mice, nuclear TFEB localization was suppressed in patients who were obese (Figure 8A). Moreover, many patients who were obese exhibited LAMP1-positive vacuoles and SQSTM1/p62 accumulation in PTECs, findings that were rarely observed in nonobese patients (Figure 8A). There was a significant positive correlation between the severity of vacuolar formation and BMI (Figure 8B and Supplemental Table 2) and a negative correlation between the percentage of PTECs exhibiting TFEB nuclear translocation and both the BMI and number of vacuoles (Figure 8, A and C, and Supplemental Table 3). These results suggest that decreased TFEB activity may be associated with increased vacuolation and impaired autophagy flux in PTECs in obese patients.

## Discussion

In this study, we demonstrated 3 main findings. First, lipid overload promotes TFEB nuclear translocation via Rag-dependent inhibition of the MTORC1 pathway in PTECs, which serves to prevent MLB accumulation through trafficking of lysosomes and lysosomal exocytosis. Second, TFEB deficiency stagnates autophagic flux and enhances vulnerability to IR injury in obese mice. Third, insufficient TFEB activity and impaired autophagic flux may be involved in obesity-related vacuolar lesions in patients with CKD. These results provide fundamental insights into the way in which TFEB transcriptionally controls MLB accumulation in PTECs. MLB formation can be regarded as a process to sequester potentially toxic metabolites in a less toxic manner (47). However, mice with HFD-induced obesity and massive MLB accumulation have no capacity to augment autophagy and exhibit increased sensitivity to LMP in response to additional stressors such as ischemia. Thus, MLB accumulation is a hallmark of lysosomal stress as well as lipotoxicity, and TFEB-mediated lysosomal exocytosis of phospholipids is important to alleviate autophagic stagnation and maintain PTEC integrity against lipotoxicity. We herein propose the disease concept “obesity-related proximal tubulopathy (ORT)” and summarize it in the simple schematic drawing (Figure 9).

We and other groups have previously proposed that MLB formation in the kidney is promoted by endocytosis (5), oxysterols and impaired cholesterol trafficking (8), and upregulated autophagy (10) but hindered by enhancement of the AMP-activated protein kinase pathway (7). TFEB, which we identified as a key factor that downregulated MLB formation in the present study, may be involved in these previously proposed processes. The LRP2-mediated endocytosis of glomerulus-filtered (lipo)toxic substances is involved in MLB formation, since this formation is effectively blocked by genetic LRP2 ablation in HFD-fed obese mice (5). TFEB induces the expression of a number of core endocytic genes, including *Cav2*, *Clta*, *Eea1*, and *Rab5*, which results in increased endocytic rates under baseline and amino acid starvation conditions (50). However, our finding that genetic deletion of *Tfeb* instead exacerbates phospholipid accumulation indicates that TFEB has little effect on endocytosis during MLB formation. Autophagy is also involved in the formation of MLBs through the mobilization of phospholipids from cellular membranes to lysosomes, since ablation of autophagy prevents MLB formation (10). TFEB orchestrates the expression of a broad number of autophagy genes (51); however, our in vivo autophagy flux assay revealed that TFEB deficiency stagnates autophagic flux rather than reducing autophagosome formation (Figure 7A and Supplemental Figure 5A), suggesting that TFEB has little influence on autophagy induction.

Lysosomal biogenesis and maintenance of lysosomal degradative capacity are 2 of the most intensively studied roles of TFEB (22, 52). It is possible that enhancing lysosomal function by TFEB reduces MLB accumulation. Indeed, accumulating evidence has indicated the critical impact of TFEB-mediated lysosomal biogenesis in human diseases (36–39). Unexpectedly, however, lysosomal biogenesis and function were not altered by *Tfeb* deficiency in PTECs in our mouse model. This may be attributed to differences in cell or tissue types, observation periods, and, more likely, a wide range of roles and functions that are regulated by TFEB during the process of cellular clearance. TF binding to IGHM enhancer 3, another member of the microphthalmia/transcription factor E family, might compensate for the chronic loss of TFEB, as demonstrated in the liver (36).

We demonstrated that lipid overload is associated with TFEB involvement in lysosomal exocytosis, which serves to prevent MLB accumulation. During lysosomal exocytosis, lysosomes fuse with the plasma membrane and release their contents extracellularly; these contents then play an important role in clearing cellular debris and repairing the plasma membrane (53). The trafficking of lysosomes along microtubules is important for lysosomal exocytosis; many in vitro studies have revealed that this process requires that lysosomes migrate from the perinuclear region to the cell surface via kinesin motor proteins (antegrade transport). However, the roles and mechanisms of lysosomal exocytosis in polarized epithelia are open questions. One study demonstrated that in polarized Madin-Darby canine kidney cells, lysosomal exocytosis occurs preferentially at the basolateral membrane in response to localized calcium influx (54). In contrast, our data revealed that lipid overload induced TFEB-mediated lysosomal exocytosis of phospholipids at the apical membrane in PTECs. In our study, the lysosomal transmembrane protein TMEM55B (which has CLEAR motifs in its promoter region) may be involved in lysosomal positioning to facilitate lysosomal exocytosis, which is in contrast to recent in vitro findings showing that TFEB-dependent upregulation of TMEM55B by starvation induced dynein-dependent transport of lysosomes toward the perinuclear region (retrograde transport), contributing to the stimulation of effective autophagic flux (46). This discrepancy may be due to polarity, since polarized epithelia have a polarized microtubule network that runs mostly in the apicobasal direction: microtubule minus ends are situated near the apical side while the plus ends are located near the basolateral side (45). Alternatively, the discrepancy may be caused by the use of different autophagy inducers (starvation vs. lysosomal stress [lipid overload]). Indeed, a recent study showed that induction of lysosomal exocytosis by TFEB overexpression rescues pathologic storage and restores normal cellular morphology both in vitro and in vivo in LSDs (41). What triggers TFEB activation in response to lipid overload? We showed that TFEB activation by PA treatment was dependent on substrate-specific inactivation of MTORC1, which is consistent with a recent report (26). Due to this mechanism, the phosphorylation of TFEB, unlike that of classical MTORC1 pathway components such as S6K and 4E-BP1, is strictly dependent on the amino acid–mediated activation of RagC/D GTPases but is insensitive to RHEB activity growth factors induce. The sequestration of FLCN to lysosomes and the lipidation of GABARAP/MAP1LC3 were consistently observed after PA treatment (Supplemental Figure 2, B and C).

Contrary to TFEB activation during lipid overload in both in vitro and in vivo (2-month HFD in mice), the percentage of PTECs exhibiting TFEB nuclear translocation decreased in obese patients. Although further studies are needed to fully explain this discrepancy, one possible reason is that longer PA exposure may somehow decrease the sequestration of FLCN/FNIP to lysosomes (Supplemental Figure 2C), which prevents nuclear retention of TFEB by altering Rag C/D activity. Otherwise, many confounding factors related to obesity, such as high levels of blood glucose, insulin, amino acids, and growth factors, may influence the MTORC1 pathway (especially RagC/D GTPases). Indeed, longer term lipid overload (HFD for 10 months) blunted TFEB nuclear translocation in obese mice (Supplemental Figure 8). These findings indicate that insufficient TFEB activity with increased tubular vacuolar lesions may be a principal determinant of decline in renal function in obese patients. Thus, activating TFEB may be an attractive treatment strategy for ORT. However, kidney-specific TFEB overexpression in transgenic mice results in papillary carcinomas with severe cystic pathology via the WNT pathway (55). Therefore, targeted activation of TFEB downstream genes that are involved in lysosomal exocytosis, such as TMEM55B, would be required. Moreover, to assess the severity of ORT, less invasive methods are needed. Interestingly, we observed that urinary excretion of di-docosahexaenoyl (22:6)–BMP, a noninvasive biomarker of phospholipidosis (44), was increased in obese mice (Supplemental Figure 5), suggesting that it may be useful as a diagnostic and prognostic marker for ORT.

In conclusion, we report that TFEB-mediated lysosomal exocytosis alleviates renal lipotoxicity and that insufficient TFEB activity may play a critical role in the pathogenesis of human ORT. These data shed light on the mechanisms underlying phospholipid accumulation and provide possible therapeutic strategies for ORT.

## Methods

### Cell culture.

Immortalized wild-type PTEC lines were cultured in accordance with previously described methods (12). PTECs were transfected with pRK5-HA GST RagC 75 L plasmids (Addgene plasmid 19305) using Lipofectamine 3000 reagent (Thermo Fisher Scientific, L3000015) for 48 hours after plating. *Tfeb*-deficient PTEC lines were generated using CRISPR guide RNAs (gRNAs). Annealed gRNA oligonucleotides were inserted into vector px458, and the gRNA constructs were transfected into PTECs using ViaFect (Promega, E4981) transfection reagent. GFP-positive single cells were sorted by FACS into 96-well plates. Candidate single-clone colonies were verified by immunoblotting using specific antibodies (see *Antibodies*) and genomic DNA sequencing. The gRNA sequence was as follows: TFEB, 5′ CATGCAGCTCATGCGGGAGC 3′. *Tfeb*-overexpressing PTEC lines were generated by transfection with mNeonGreen-tagged TFEB as described previously (30). PTECs were grown in low-glucose DMEM (Nacalai Tesque, 08456-65) with 5% FBS and 1% penicillin/streptomycin (MilliporeSigma, P4333). *Atg7*^+/+^ and *Atg7*^–/–^ MEF cell lines were provided by M. Komatsu (Juntendo University, Tokyo, Japan) (56); *Fip200* WT and *Fip200*-KO MEF cell lines were provided by J.L. Guan (University of Cincinnati, Cincinnati, Ohio, USA) (57, 58); and WT, LC3-DKO, and GABARAP-TKO MEF cell lines were provided by Osaka University (59). *Atg7*^+/+^ and *Atg7*^–/–^ MEFs were transfected with mNeonGreen-tagged TFEB. MEFs were grown in high-glucose DMEM (Nacalai Tesque, 08458-45) with 10% FBS and 1% penicillin/streptomycin. Sodium PA (MilliporeSigma, P9767) was dissolved in 100 mM NaOH and vigorously mixed with BSA (MilliporeSigma, A8806) at a molar ratio of 6.6:1. BSA and PA-bound BSA were added to the culture media at 0.125% and 0.125 mM, respectively, unless stated otherwise. PTECs were treated with 0.25 μM Torin 1 (Tocris, 4247) as a control. For amino acid starvation, PTECs were incubated for 60 minutes in HBSS (Thermo Fisher Scientific, 14025092). For amino acid refeeding, cells were restimulated for 30 minutes with 1× water-solubilized mix of essential (Thermo Fisher Scientific, 11130051) and nonessential (Thermo Fisher Scientific, 11140050) amino acids dissolved in HBSS (pH adjusted to 7.2–7.4 with NaOH) supplemented with 2 mM l-glutamine (Thermo Fisher Scientific, 25030149). To assess autophagic activity, PTECs were treated with 200 nM of bafilomycin A_1_ (Cayman Chemical, 11038) for 2 hours at 37°C before harvest. To evaluate ceramide toxicity, PTECs were treated with C_2_-ceramide (MilliporeSigma, A7191) for 12 hours.

### RNA-Seq analysis and bioinformatics.

PTECs were treated with either BSA or PA-bound BSA for 6 hours before harvest for RNA isolation. RNA-Seq was conducted by the Center of Medical Innovation and Translational Research, Osaka University, and by Macrogen Japan. The Illumina software package bcl2fastq was used for base calling. The raw reads were mapped to the house mouse reference genome sequence GRCm38 using TopHat (ver. 2.1.1) and Bowtie2 (ver. 2.3.4.1). Differential expression analysis was performed using the edgeR package (ver. 3.20.9). GSEA was conducted using the clusterProfiler package (ver. 3.12.0) in R (60). The fold change (FC) of gene expression between PA- and BSA-treated groups was calculated, and the gene list was generated according to the change of |log_2_FC|. KEGG pathway enrichment analyses were conducted using the gseKEGG function in the clusterProfiler package. An adjusted *P* < 0.05 was set as the cutoff criterion. A heatmap analysis was conducted using Morpheus software. RNA-Seq data were deposited in the Gene Expression Omnibus database (GSE191216) of the National Center for Biotechnology Information. We defined differentially expressed genes (DEGs) according to both an adjusted *P* < 0.05 and |log_2_FC| > 0.4. 

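More genes were higher than lower in PA-treated PTECs at the study's thresholds. With limma, 734 of 11671 genes had an adjusted p under 0.05 and an absolute log2 fold change over 0.4, of which 493 were higher and 241 lower in PA-treated PTECs (120 lower without BSA replicate 2). Among those higher, Gdf15, which encodes a stress-induced cytokine, was 2.05-fold higher and Ndrg1 1.83-fold (adjusted p = 8.9e-05 and 1.5e-05 from limma). Among those lower, Smpd3, a neutral sphingomyelinase gene, was 1.67-fold lower and Vcam1, an adhesion molecule gene, 1.74-fold lower (adjusted p = 0.0018 and 0.0156). Of the 734, the log2 fold change was over 1 in 69 genes and under −1 in 23 (9 without BSA replicate 2). At an adjusted p under 0.05 alone, 2413 genes differed, 1302 higher and 1111 lower (391 lower without PA replicate 2), which is 54.0% higher. That share was 64.2% with median-of-ratios scaling of the values. With 1 library left out it lay between 45.4% without BSA replicate 3, where most of the genes were lower, and 67.7% without PA replicate 2. The count itself then lay between 1210 without PA replicate 2 and 3007 without BSA replicate 3. With 1 library left out, the count at both thresholds lay between 555 without PA replicate 2 and 815 without BSA replicate 3, and 67.2% of the 734 genes were higher, against 55.8% without BSA replicate 3 and 79.4% without BSA replicate 2. The PA libraries were all above the BSA libraries in 2125 genes and all below in 2607, together 40.5% of the genes tested, where chance gives 10%. In the authors' deposited table, 955 genes pass the same thresholds, 654 higher and 301 lower.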

The number of DEGs was approximately 1,000. To identify TFs with enriched binding within 1 kb from the TSSs of genes differentially expressed by PA treatment, we performed ChIP-Atlas enrichment analysis of our RNA-Seq data and compared the results with published ChIP-Atlas data sets (http://chip-atlas.org/) (21). We used published data sets of *Homo* *sapiens* (GRCh38), because there are no published TFEB ChIP-Seq data of *Mus* *musculus*.

### Mice.

GFP-MAP1LC3 transgenic mice (gifted by N. Mizushima, University of Tokyo, Tokyo, Japan), *Tfeb^fl/fl^* KAP mice, and *Atg5^fl/fl^* KAP mice (gifted by N. Mizushima) on a C57BL/6 background have been described previously (12, 30, 61). Tamoxifen-inducible PTEC-specific *Tfeb*-deficient mice on a C57BL/6 background were generated by crossing mice bearing a *Tfeb*-floxed allele with N-myc downstream-regulated gene 1–CreERT2 (NDRG1-CreERT2) (provided by Kyoto University Graduate School of Medicine, Kyoto, Japan) mice (62, 63). Eight-week-old male mice were fed an ND (12.8% of kcal from fat: 5% fat, 23% protein, and 55% carbohydrate; Oriental Yeast, OYC2103800) or HFD (62.2% of kcal from fat: 35% fat, 23% protein, and 25% carbohydrate; Oriental Yeast, OYC2900100) for 2 or 10 months (Supplemental Table 4). To induce *Tfeb* deletion, tamoxifen (MilliporeSigma, T5648; 0.1 mg/g body weight) dissolved in corn oil (MilliporeSigma, C8267) was injected at a concentration of 10 mg/mL 3 days a week. *Tfeb^fl/fl^* NDRG1-CreERT2 mice were used only for the experiment validating exacerbated MLB accumulation due to *Tfeb* deficiency, because the use of corn oil to dissolve tamoxifen can modify metabolic profiles. To investigate the effect of TFEB activation, the following were performed during HFD treatment: intraperitoneal administration of saline or trehalose (MilliporeSigma, T9531; dissolved in saline, 2 mg/g body weight, 3 days a week) and oral administration of water or resveratrol (MilliporeSigma, R5010; dissolved in drinking water, 25 mg/L) in light-protected bottles. In an experiment assessing autophagic flux in vivo, chloroquine (MilliporeSigma, C6628; 50 mg/g body weight) was injected intraperitoneally 6 hours before euthanasia. Kidney IR and assessment of tubular injury were described previously (12, 64).

### Antibodies.

We used the following antibodies: LRP2/MEGALIN (gifted by T. Michigami, Department of Bone and Mineral Research, Osaka Medical Center and Research Institute for Maternal and Child Health, Osaka, Japan), TFEB (Bethyl, A303-673A, for mouse samples; Cell Signaling Technology, 37785, for human samples), phospho-TFEB (Ser211; Cell Signaling Technology, 37681), Lamin A/C (Cell Signaling Technology, 2032), GAPDH (GeneTex, GTX100118), S6RP (Cell Signaling Technology, 2217), phospho-S6RP (Ser235/236; Cell Signaling Technology, 2211), 4E-BP1 (Cell Signaling Technology, 9644), phospho-4E-BP1 (Thr37/46; Cell Signaling Technology, 2855), MTOR (Cell Signaling Technology, 2983), ACTB (MilliporeSigma, A5316), HA (MilliporeSigma, 11867423001), FLCN (Cell Signaling Technology, 3697), GABARAP (MBL, PM037), LAMP1 (BD Biosciences, 553792 for mouse samples; BD Biosciences, 555798 for human samples), CTSD (Santa Cruz Biotechnology, sc-6486), TMEM55B (Proteintech, 23992-1-AP), MAP1LC3B (Cell Signaling Technology, 2775), COL1A1 (Abcam, ab34710), F4/80 (Bio-Rad, MCA497), GALECTIN-3 (Santa Cruz Biotechnology, sc-23938), SQSTM1/p62 (PROGEN, GP62-C), biotinylated secondary antibodies (Vector Laboratories, BA-1000, BA-2001, BA-4000, and BA-7000), horseradish peroxidase–conjugated secondary antibodies (DAKO, P0447, P0448, P0449, and P0450), and Alexa Fluor–conjugated secondary antibodies (Thermo Fisher Scientific, A21206, A21208, A21434, and A31572).

### Histological analysis.

Histological analysis was performed as described previously, with modifications (16). The following were also performed as described previously: antigen retrieval on paraffin-embedded sections; double staining for LAMP1 and LRP2; electron microscopy analysis; toluidine blue, Nile red, and TUNEL staining; counting of GFP-MAP1LC3 dots; and assessment of kidney injury (10, 16, 64). TFEB activity was evaluated by counting the number of PTECs exhibiting TFEB nuclear translocation among total DAPI^+^ PTECs. For evaluation of PAS-stained sections, tubular vacuolation was graded semiquantitatively from 0 to 10 according to the percentage of vacuolated tubules. At least 10 high-power fields in each kidney were reviewed by 2 nephrologists in a blinded manner. For electron microscopy analysis, the numbers of MLBs, autophagosomes, and autolysosomes were counted. Basolateral MLBs were defined if they were located outside the line connecting the nuclei. At least 20 PTECs in each kidney were analyzed by 2 nephrologists in a blinded manner.

### Electron microscopy of urine pellets.

A total of 200 μL of urine was collected from both nonobese and obese *Tfeb^fl/fl^* mice and centrifuged at 1,000*g* for 10 minutes to remove cellular debris, then subsequently centrifuged at 20,000*g* for 30 minutes to obtain pellets (65). Pellets were fixed in 2% glutaraldehyde and observed using a Hitachi H-7650 transmission electron microscope.

### Lipidomics.

Urine was collected from nonobese and obese mice and centrifuged at 1,000*g* for 10 minutes to remove cellular debris. Lysosome-enriched subcellular fractions were isolated from kidneys using a modified version of a method described previously (66). Kidneys were homogenized with pestles in 1 mL of subcellular fractionation buffer (HEPES 20 mM, sucrose 250 mM, KCl 10 mM, MgCl_2_ 1.5 mM, EDTA 1 mM, EGTA 1 mM, dithiothreitol 8 mM, pH adjusted to 7.5 with NaOH). Debris and nuclei were pelleted at 750*g* for 12 minutes. The supernatant was centrifuged at 10,000*g* for 35 minutes to pellet the lysosome-enriched fraction. The pellet was washed once with subcellular fractionation buffer. Lipid extraction from urine and the lysosome-enriched fraction was performed using the Bligh and Dyer method with minor modifications (67). BMP, phosphatidylcholine, phosphatidylethanolamine, phosphatidylglycerol, phosphatidylinositol, phosphatidylserine, lysophosphatidylcholine, lysophosphatidylethanolamine, monoacylglycerol, diacylglycerol, triacylglycerol, cholesterol, ceramide, hexose ceramide, lactosylceramide, and sphingomyelin were analyzed by supercritical fluid chromatography (SFC) (Nexera UC system, Shimadzu; equipped with an ACQUITY UPC^2^ Torus diethylamine [DEA] column: 3.0 mm inner diameter [i.d.] × 100 mm, 1.7 μm particle size, Waters) and triple quadrupole mass spectrometry (TQMS; LCMS-8060, Shimadzu) (DEA-SFC/MS/MS) in multiple reaction monitoring (MRM) mode (68). Fatty acids and cholesterylester were analyzed using an SFC (Shimadzu) with an ACQUITY UPC^2^ HSS C18 SB column (3.0 mm i.d. × 100 mm, 1.8 μm particle size, Waters) coupled with a TQMS (Shimadzu) (C18-SFC/MS/MS) in MRM mode (69). The amount of each lipid species was normalized either to the urine creatinine concentration, measured using a QuantiChrom Creatinine Assay Kit (DICT-500) (BioAssay Systems), or to kidney weight.

### Nuclear and cytosolic/cytoplasmic fractionation.

Kidney nuclear and cytosolic fractionation were performed as described previously (26). Kidneys were homogenized with pestles in cytosol isolation buffer (250 mM sucrose, 20 mM HEPES, 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, and 1 mM EGTA) supplemented with protease and phosphatase inhibitors, followed by centrifugation at 1,000*g* for 10 minutes at 4°C to pellet the nuclei. The supernatant (cytosolic fraction) was recentrifuged twice at 16,000*g* for 20 minutes at 4°C to pellet the mitochondria and debris. Nuclear pellets were washed with PBS and centrifuged at 800*g* for 10 minutes 3 times, resuspended in nuclear lysis buffer (1.5 mM MgCl_2_, 0.2 mM EDTA, 20 mM HEPES, 0.5 M NaCl, 20% glycerol, 1% Triton X-100) supplemented with protease and phosphatase inhibitors, incubated on ice for 30 minutes (vortexed every 10 minutes), and then sonicated. Finally, samples were centrifuged at 16,000 *g* for 15 minutes, and the supernatant containing the enriched nuclear fraction was collected. For nuclear and cytoplasmic fractionation in vitro, PTECs were lysed in PBS containing 0.1% NP-40 and protease and phosphatase inhibitors, then centrifuged at 9,100*g* for 10 seconds. The pellet (nuclear fraction) was washed once with lysis buffer. The supernatant (cytoplasmic fraction) and nuclear fraction were lysed in SDS sample buffer.

### Assessment of TFEB nuclear localization.

TFEB was considered translocated to the nucleus only when nuclear TFEB was clearly detected. The percentage of PTECs exhibiting TFEB nuclear translocation was determined by counting more than 100 cells from more than 5 fields (70).

### Fluorescent fatty acid pulse-chase assay.

A fluorescent fatty acid pulse-chase assay was performed as described previously, with slight modification (71). PTECs were incubated with low-glucose DMEM and 5% FBS containing 2 μM β-BODIPY FL HPC (Thermo Fisher Scientific, D3792) for 16 hours, then washed 3 times with DMEM with 5% FBS, incubated for 1 hour to allow the fluorescent lipids to incorporate into cellular membranes, and chased for 6 hours under BSA or PA treatment. PTECs were then stained with 50 nM LysoTracker Red DND-99 (Thermo Fisher Scientific, L7528) at 37°C for 30 minutes before imaging. FL-HPC–positive and LysoTracker-negative dots outside the cells were counted as released phospholipids. In addition, to assess the clearance of lysosomal phospholipid accumulation, we observed PA-treated PTECs for 12 or 24 hours after PA washout. The number of dots indicating staining for both phospholipids and lysosomes was determined using the ImageJ (NIH) “analyze particles” function.

### β-Hexosaminidase activity assay.

A β-hexosaminidase activity assay was performed largely according to previous reports (72, 73). PTECs were cultured in 12-well plates to confluence, followed by treatment with BSA or PA. Before measurement, we washed the PTECs with PBS twice and then added 300 μL of PBS containing 1.2 mM CaCl_2_. After 10 minutes, culture supernatants were collected. To determine the total cellular content of β-hexosaminidase, PTECs were incubated in 300 μL of 0.5% Triton X-100 for 15 minutes at 37°C. For each sample, 175 μL was incubated for 15 minutes at 37°C with 25 μL of 4 mM 4-methyl-umbellyferyl-*N*-acetyl-β-d glucosaminide in 20 mM sodium citrate phosphate buffer (pH 4.5). The reaction was stopped by the addition of 50 μL of 2 M Na_2_CO_3_ and 1.1 M glycine, and the fluorescence was measured in an SH9000 spectrofluorometer (Corona Electric) using an excitation wavelength of 365 nm and an emission wavelength of 450 nm. The β-hexosaminidase activity (supernatant/total cellular activity) was normalized by the value of untreated control wild-type or *Tfeb*-deficient PTECs (cultured in DMEM containing 5% FBS).

### LDH activity assay.

LDH activity assays were performed using the Cytotoxicity Detection KitPLUS (LDH) (Roche Diagnostics). LDH activity (supernatant/total cellular activity) was normalized by the value of untreated control wild-type or *Tfeb*-deficient PTECs (cultured in DMEM containing 5% FBS).

### Staining of LAMP1 on the plasma membrane.

Staining of surface LAMP1 was performed largely according to a previous study (74). PTECs were treated with BSA or PA, followed by incubation with PBS containing 1.2 mM CaCl_2_ for 10 minutes. Thereafter, PTECs were transferred on ice, then incubated with anti–rat LAMP1-1D4B (Thermo Fisher Scientific,14-1071-82) for 30 minutes. PTECs were washed in cold PBS and fixed in 2% paraformaldehyde. PTECs were further incubated at room temperature with Alexa Fluor–conjugated secondary antibodies (see *Antibodies*) for 30 minutes and with DAPI for 3 minutes.

### Cell proliferation assay.

MTS assays were performed using the CellTiter 96 Aqueous One Solution Cell Proliferation Assay (Promega, G3582) in a 96-well plate. Each experiment was repeated at least 3 times. All values are standardized to untreated control cells (cultured in DMEM containing 5% FBS).

### Quantitative reverse transcription PCR and Western blot analysis.

Quantitative reverse transcription PCR and Western blot analyses were performed as described previously (75). The sequences of the primers used were as follows: *Tmem55b*-F, 5′ CCTCACTGCAGAAAAGTGTCA 3′; *Tmem55b*-R, 5′ TGACTGCCAAGAGTAAACCAAG 3′; *Gapdh*-F, 5′ AACTTTGGCATTGTGGAAGG 3′; and *Gapdh*-R, 5′ ACACATTGGGGGTAGGAACA 3′.

### Kidney biopsy specimens.

Human kidney specimens were obtained from patients who had undergone renal biopsy at the Osaka University Hospital. The degree of vacuole formation was defined by the number of vacuoles divided by the length of the cortex (mm) on PAS staining. The percentage of PTECs exhibiting TFEB nuclear translocation was assessed in at least 5 randomly selected high-power fields (original magnification, ×400). In all quantitative analyses of histological stains, at least 5 high-power fields were reviewed by 3 nephrologists in a blinded manner.

### Statistics.

All results are presented as bar graphs showing means ± SEM. Statistical analyses were conducted using JMP software (SAS Institute). Multiple-group comparisons were performed using 1-way ANOVA with posttesting using the Tukey-Kramer test. In Figure 3A and Supplemental Figure 6C, 1-way ANOVA and then Dunnett’s test were used to detect intergroup differences. The difference between any 2 experimental values was assessed using the 2-tailed Student’s *t* test when appropriate. Statistical significance was defined as *P* < 0.05. Relationships were examined using Pearson’s correlation and the corresponding *P* values.

### Study approval.

All animal experiments were approved by the Animal Research Committee of Osaka University and conformed to the Japanese Animal Protection and Management Law (No. 25). All patients who had undergone renal biopsy had provided written informed consent.

## Author contributions

JN, S Minami, and T Yamamoto designed the study; JN and T Yamamoto carried out most experiments, analyzed and interpreted the data, and drafted the manuscript; YT interpreted data and edited/revised the manuscript; TNH, S Minami, AT, JM, SS, HY, S Maeda, S Matsui, and IM helped with histologic analyses; TH helped with statistical analyses; MT, MG, Y Izumi, and TB performed lipidomic analysis; MS, M Yamamoto, TM, FN, and M Yanagita provided cell lines or mice and commented on the manuscript; SN, T Yoshimori, AB, and Y Isaka provided intellectual input; and all authors contributed to the discussions and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
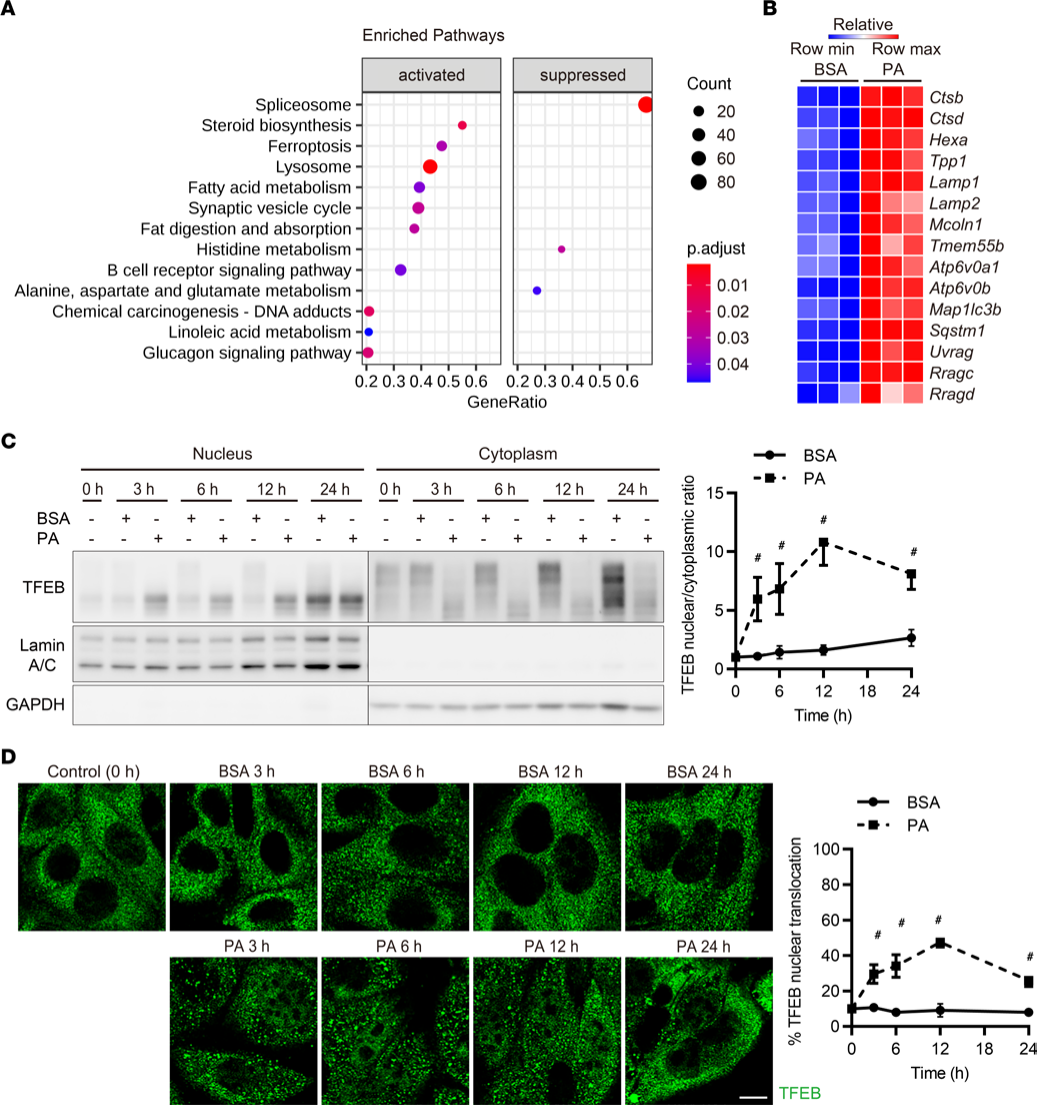
PA activates TFEB in PTECs. (**A** and **B**) We performed RNA-Seq transcriptomic analysis using cultured PTECs treated with either BSA- or PA-bound BSA for 6 hours to identify any significantly enriched pathways (*n* = 3). (**A**) Results of GSEA. Dot sizes represent the numbers of genes, while dot colors correspond to the adjusted *P* value. (**B**) A heatmap showing the relative expression of target genes. (**C**) Representative Western blot images of TFEB in nuclear and cytoplasmic fractions of cultured PTECs subjected to BSA or PA treatment for the indicated periods (*n* = 3). TFEB nuclear/cytoplasmic ratios at the indicated time points are quantified. TFEB nuclear and cytoplasmic levels were normalized for Lamin A/C and GAPDH levels, respectively. The values are normalized by the value at time 0. (**D**) Representative immunofluorescence images of TFEB in cultured PTECs subjected to BSA or PA treatment for the indicated periods (*n* = 3). The percentages of PTECs exhibiting TFEB nuclear translocation at the indicated time points are presented. Bars: 10 μm (**D**). Data are provided as means ± SEM. Statistically significant differences: ^#^*P* < 0.05 versus BSA-treated PTECs (**C** and **D**, 2-tailed Student’s *t* test).

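Beside the lysosome, gene lists for other pathways of Figure 1A were measured. Cholesterol synthesis rose almost as a whole: of 25 genes 24 rose and 1, Tm7sf2, did not pass (24 rose when adjusted over the list alone). Cyp51, which encodes lanosterol demethylase, rose from 80.1 ± 1.13 to 188 ± 4.07 RPKM (SD, n = 3 libraries each), and Insig1, a regulator of sterol sensing, and Lss, lanosterol synthase, were 2.40-fold and 2.29-fold higher. The list had a median log2 fold change of 0.65 (fgsea adjusted p = 2.4e-10; in camera, adjusted p = 0.0815 with an estimated correlation). Of 20 genes of fatty acid synthesis and elongation, 14 rose and none fell (14 rose when adjusted over the list alone), with the desaturase genes Scd2 and Scd1 1.94-fold and 1.75-fold higher. That list had an adjusted p of 7.3e-05 in fgsea (in camera, adjusted p = 0.164 with an estimated correlation). Of 36 genes of ferroptosis and iron handling, 17 rose and none fell (17 rose and 1 fell when adjusted over the list alone). They included Steap3, a ferrireductase gene, at 2.10-fold, and Slc3a2, the heavy chain of the cystine and leucine transporters, at 2.00-fold. Its adjusted p was 2.4e-06 in fgsea (in camera, adjusted p = 0.200 with an estimated correlation).
Of 120 spliceosome genes 26 fell with PA, none rose and 94 did not pass (28 fell when adjusted over the list alone). The median log2 fold change was −0.09, beside −0.04 over all genes tested. Hspa2, a heat shock protein gene, was 1.37-fold lower, and Zmat2, Rbmx and Lsm8, which encode proteins of the splicing machinery, were 1.25-fold, 1.24-fold and 1.23-fold lower (largest adjusted p = 0.0468 from limma, for Hspa2). In fgsea the list had a normalized enrichment score of −1.77 (adjusted p = 4.3e-04; in camera, adjusted p = 0.221 with an estimated correlation). The number of members that fell was 12 with median-of-ratios scaling, 7 without the variance trend and, without BSA replicate 2 or PA replicate 1, 2 or 3, 11, 10, 5 and 6. It was 14 with the GC trend of each library removed, an alternative added after the data had been seen, in which fry no longer passed (adjusted p = 0.130).
Of 19 genes of alanine, aspartate and glutamate metabolism, 3 rose, 3 fell and 13 did not pass (4 rose and 3 fell when adjusted over the list alone). Gpt2, a mitochondrial alanine aminotransferase gene, and Asns, the asparagine synthetase gene, rose 1.80-fold and 1.51-fold, and Got1 rose 1.29-fold. Aldh4a1, an enzyme gene of proline breakdown, fell with a log2 fold change of −0.55 (standard error 0.13, adjusted p = 0.0248 from limma), as did Adss and Adsl, enzyme genes of adenine nucleotide synthesis, with log2 fold changes of −0.18 and −0.13. The latter pair was named after the values were seen. The list's median log2 fold change was −0.04 and its normalized enrichment score in fgsea was 1.00 (adjusted p = 0.495).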

**Figure 2:**
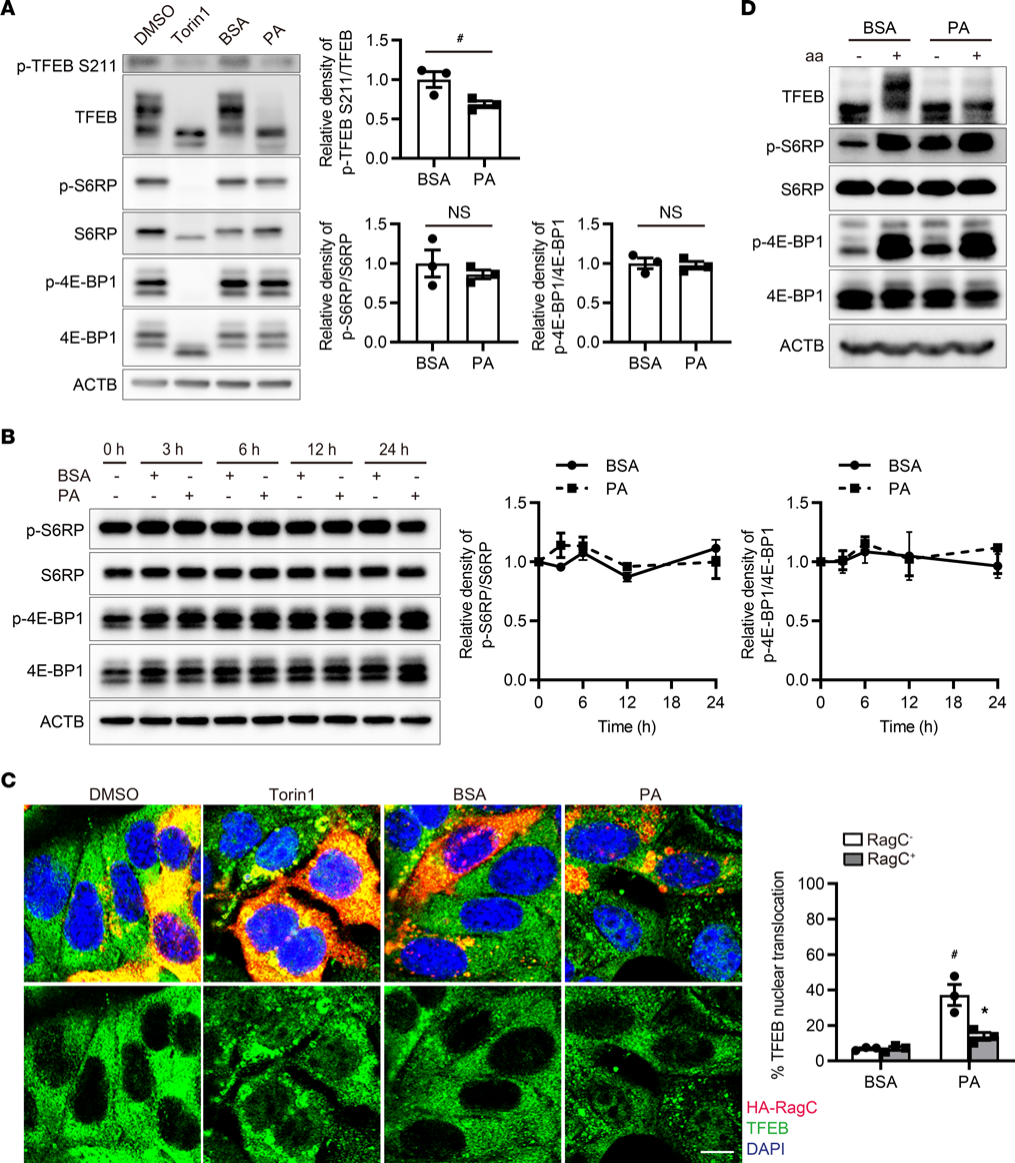
PA activates TFEB via a Rag GTPase–dependent mechanism. (**A**) Representative Western blot images of phosphorylated (p-) TFEB S211, total TFEB, p-S6RP (Ser235/236), S6RP, p–4E-BP1 (Thr37/46), and 4E-BP1 in cultured PTECs after Torin 1, BSA, or PA treatment for 6 hours (*n* = 3). (**B**) Representative Western blot images of p-S6RP (Ser235/236), S6RP, p-4E-BP1 (Thr37/46), and 4E-BP1 in cultured PTECs subjected to BSA or PA treatment for the indicated periods (*n* = 3). The values are normalized by the value at time 0. (**C**) Representative immunofluorescence images of TFEB (green) in cultured PTECs transfected with a constitutively active form of HA-tagged RagC for 48 hours, including treatment with Torin 1, BSA, or PA for the last 6 hours (*n* = 3). Cells were immunostained for HA (red) and counterstained with DAPI (blue). The percentage of PTECs exhibiting TFEB nuclear translocation was determined in wild-type PTECs (RagC^−^) and PTECs transfected with HA-tagged RagC (RagC^+^). (**D**) Representative Western blot images of TFEB, p-S6RP (Ser235/236), S6RP, p-4E-BP1 (Thr37/46), and 4E-BP1 in cultured PTECs either starved of amino acids for 60 minutes or starved for 60 minutes and then restimulated with amino acids for 30 minutes after BSA or PA treatment for 6 hours (*n* = 3). Bars: 10 μm (**C**). Data are provided as means ± SEM. Statistically significant differences: *P < 0.05 versus RagC^−^ PTECs with the same treatment; ^#^*P* < 0.05 versus BSA-treated PTECs (**A** and **B**, 2-tailed Student’s *t* test; **C**, 1-way ANOVA followed by the Tukey-Kramer test). S6RP, S6 ribosomal protein.

**Figure 3:**
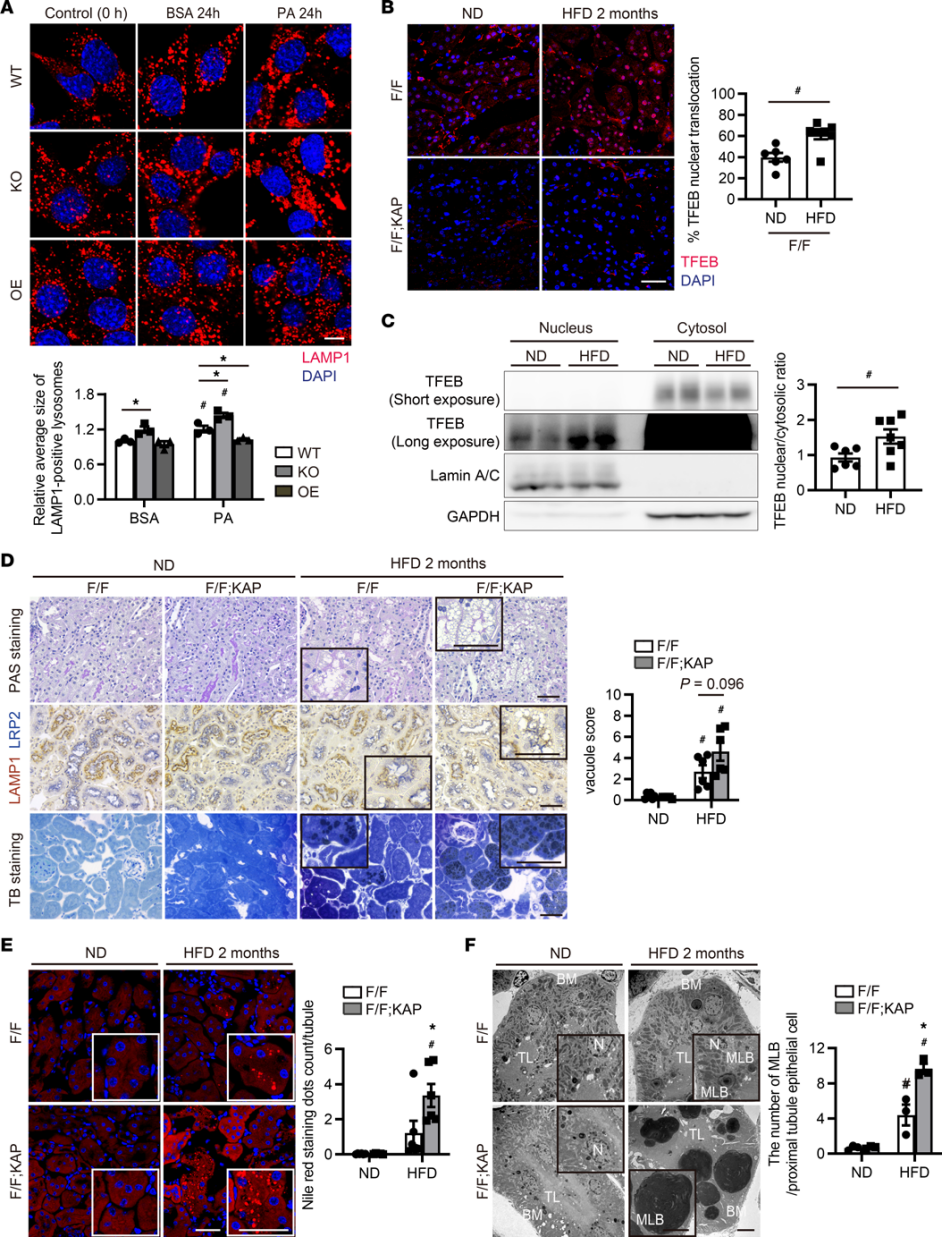
TFEB alleviates phospholipid accumulation in enlarged lysosomes during lipid overload in PTECs. (**A**) Immunofluorescence images of LAMP1 after BSA or PA treatment for 24 hours (*n* = 3). (**B**–**F**) To investigate the role of TFEB in the kidneys under lipid overload, 8-week-old *Tfeb^fl/fl^* KAP and *Tfeb^fl/fl^* control mice were fed an ND or HFD for 2 months. (**B**) Immunostaining images showing TFEB in the kidney cortical regions (*n* = 6–7). The percentage of PTECs exhibiting TFEB nuclear translocation was determined. (**C**) Western blot images of TFEB in nuclear and cytosolic fractions of kidneys (*n* = 6–7). TFEB nuclear/cytosolic ratios are shown. Nuclear and cytosolic TFEB levels were normalized for Lamin A/C and GAPDH levels, respectively. (**D** and **E**) Images of PAS staining, LAMP1 immunostaining, toluidine blue staining (**D**), and Nile red staining (**E**) in the kidney cortical regions (*n* = 5–6). Sections were immunostained for LRP2, a marker of proximal tubules (blue) (**D**) and counterstained with hematoxylin (bluish purple) (**D**) and DAPI (**E**). (**D**) Vacuole scores are shown. (**E**) The number (per proximal tubule) of Nile red–positive dots was counted. (**E**) Images of electron micrographs of the kidneys. The number of MLBs was counted (*n* = 3). Bars: 10 μm (**A**), 40 μm (**B** and **E**), 50 μm (**D**), and 5 μm (**F**). Values represent means ± SEM. Statistically significant differences: *P < 0.05 versus treatment-matched *Tfeb^fl/fl^* control littermates or wild-type PTECs; ^#^*P* < 0.05 versus nonobese mice or BSA-treated PTECs (**A**, 1-way ANOVA followed by Dunnett’s test; **D**–**F**, 1-way ANOVA followed by Tukey-Kramer test; **B** and **C**, 2-tailed Student’s *t* test). All images are representative of multiple experiments. WT, wild-type PTECs; KO, *Tfeb*-deficient PTECs; OE, *Tfeb*-overexpressing PTECs; BM, basement membrane; MLB, multilamellar body; TL, tubular lumen; N, nucleus; F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice; PAS, periodic acid–Schiff; TB, toluidine blue.

**Figure 4:**
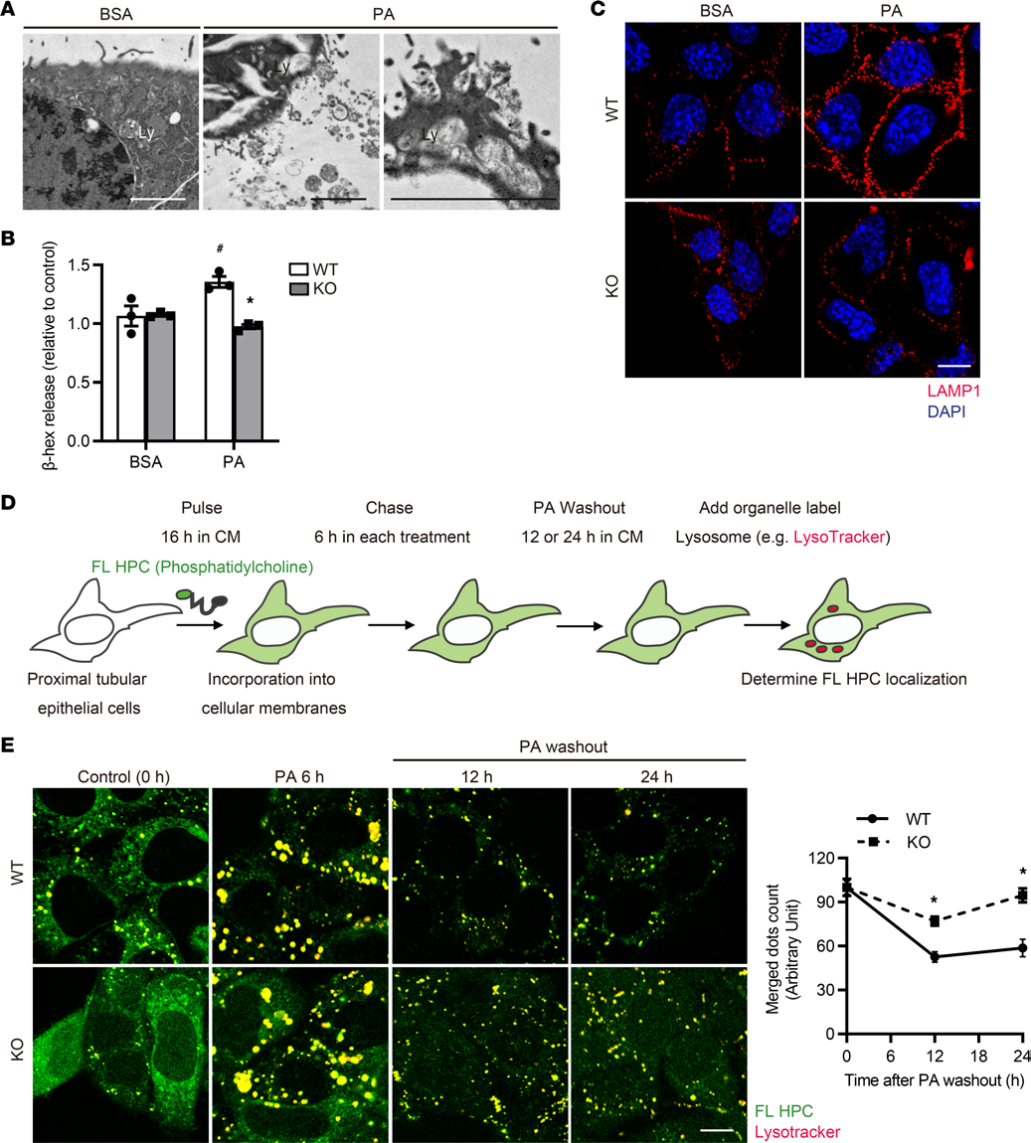
PA-induced TFEB activation promotes lysosomal exocytosis of phospholipids to prevent MLB accumulation in PTECs. (**A**–**C**) To investigate the role of TFEB on lysosomal exocytosis, wild-type and *Tfeb*-deficient PTECs were treated with BSA (0.25%, **A**, or 0.125%, **B** and **C**) or PA (0.25 mM, **A**, or 0.125 mM, **B** and **C**) for 6 hours. (**A**) Electron micrographs of wild-type PTECs (*n* = 2). (**B**) β-Hexosaminidase activity in the culture supernatant of PTECs relative to the total activity (*n* = 3). (**C**) Immunofluorescence images of nonpermeabilized PTECs show only LAMP1 that is exposed on the plasma membrane (*n* = 3). (**D** and **E**) To investigate the trafficking of phospholipids, a fluorescent fatty acid pulse-chase assay was performed. (**D**) Schematic illustration of pulse-chase assay. FL HPC–loaded wild-type and *Tfeb*-deficient PTECs were chased after treatment with either 0.125% BSA or 0.125 mM PA for 6 hours, and the subcellular localization of FL HPC was determined by staining with LysoTracker Red for 0, 12, or 24 hours after PA washout. (**E**) To measure phospholipid accumulation in lysosomes, the number of dots indicating staining for both phospholipids and lysosomes was counted (*n* = 3). Bars: 5 μm (**A**) and 10 μm (**C** and **E**). Data are provided as means ± SEM. Statistically significant differences: *P < 0.05 versus wild-type PTECs with the same treatment; ^#^*P* < 0.05 versus BSA-treated PTECs (**B**, 1-way ANOVA followed by the Tukey-Kramer test; **E**, 2-tailed Student’s *t* test). All images are representative of multiple experiments. Ly, lysosome; WT, wild-type PTECs; KO, *Tfeb*-deficient PTECs; DIC, differential interference contrast.

**Figure 5:**
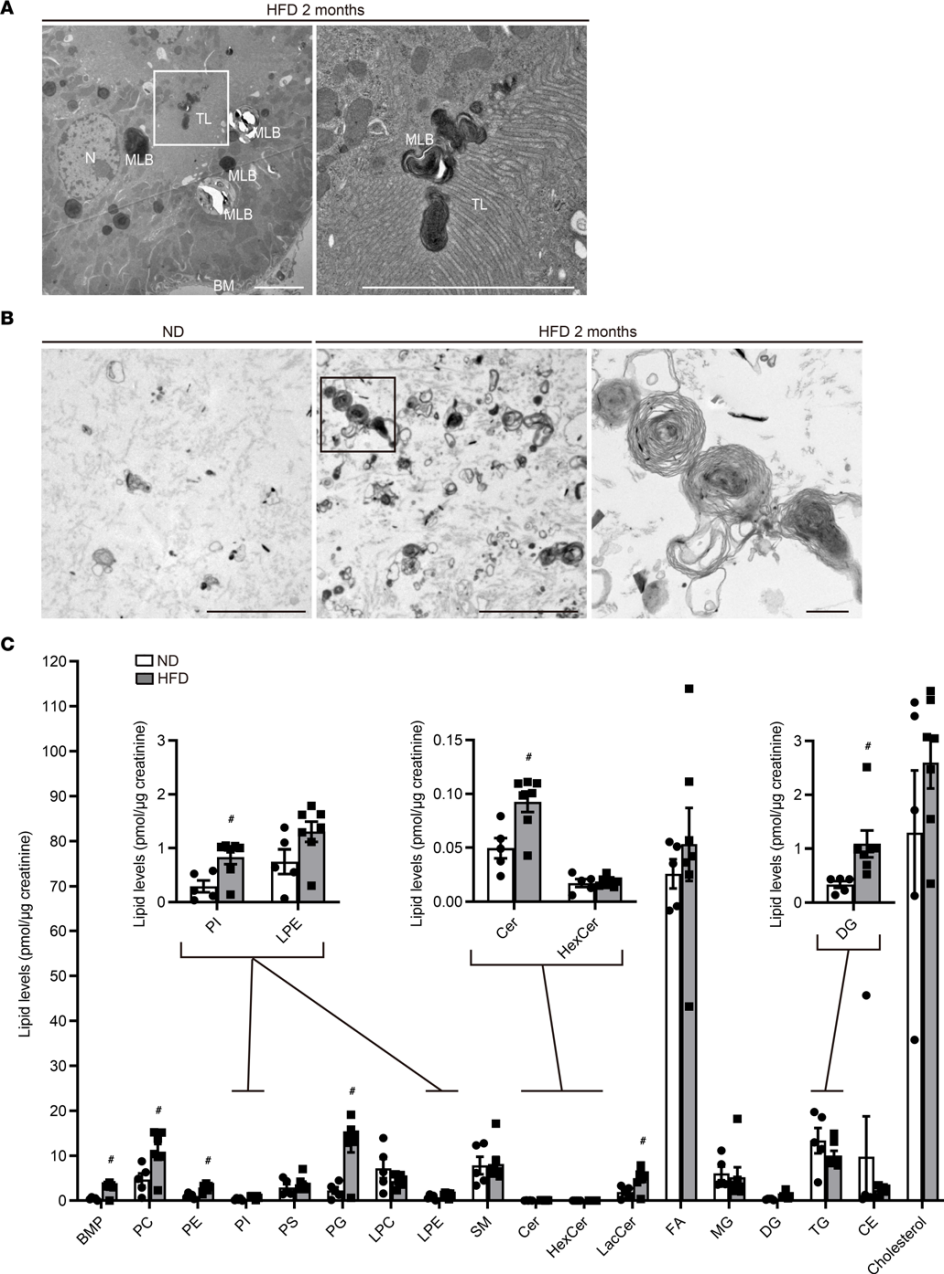
MLBs are released from the apical membrane of PTECs into the tubular lumen in obese mice. (**A** and **B**) Representative electron micrographs of the kidneys (**A**) and the urine pellets (**B**) of nonobese and obese *Tfeb^fl/fl^* mice (*n* = 2–3). (**C**) Urinary lipidomics of nonobese and obese mice (*n* = 5 or 7). Data are presented as the total amount of each lipid species normalized to urine creatinine concentration. Bars: 5 μm (**A** and **B**) and 500 nm (**B**, magnified image). Values represent means ± SEM. Statistically significant differences: ^#^*P* < 0.05 versus nonobese mice (**C**, 2-tailed Student’s *t* test). BM, basement membrane; MLB, multilamellar body; TL, tubular lumen; N, nucleus; BMP, bis(monoacylglycerol) phosphate; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PI, phosphatidylinositol; PS, phosphatidylserine; PG, phosphatidylglycerol; LPC, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; SM, sphingomyelin; Cer, ceramide; HexCer, hexose ceramide; LacCer, lactosylceramide; FA, fatty acid; MG, monoacylglycerol; DG, diacylglycerol; TG, triacylglycerol; CE, cholesterylester.

**Figure 6:**
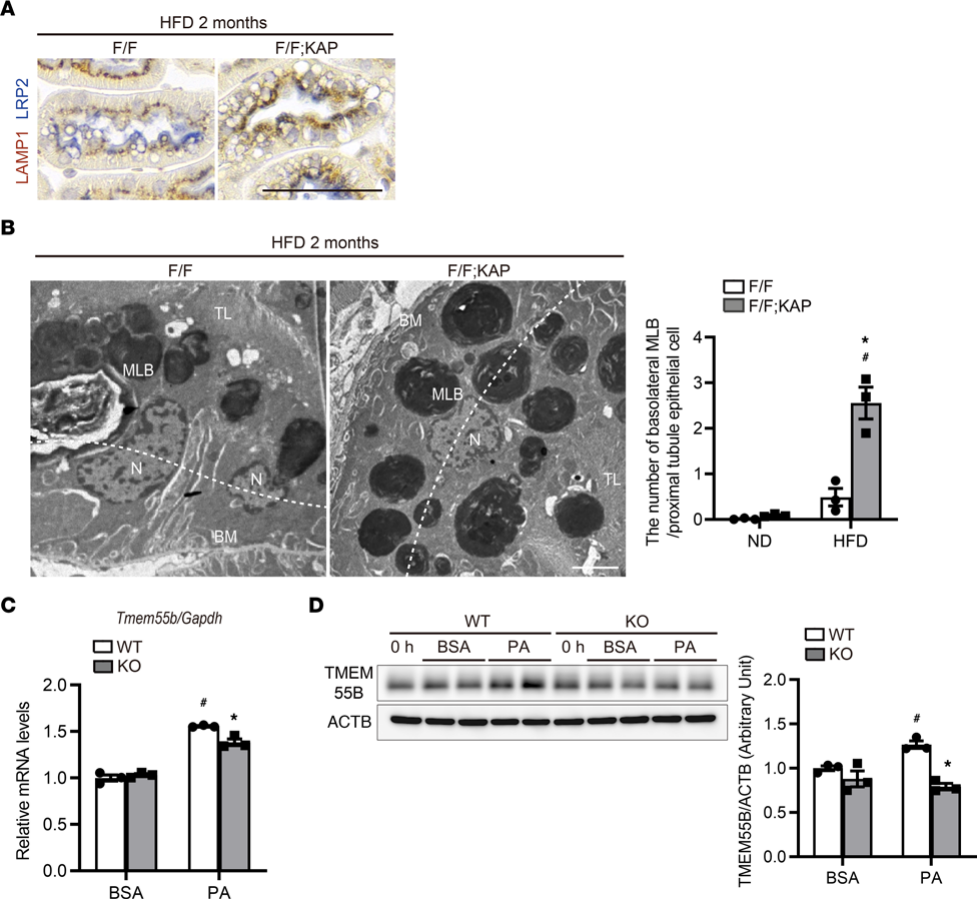
TFEB promotes apical transport of lysosomes in PTECs of obese mice. (**A** and **B**) Representative images showing immunostaining for LAMP1 (**A**) and electron microscopy (**B**) of the kidney cortical regions of obese *Tfeb^fl/fl^* and *Tfeb^fl/fl^* KAP mice. (**A**) Sections were immunostained for LRP2, a marker of proximal tubules (blue) and counterstained with hematoxylin (bluish purple) (*n* = 5–6). (**B**) Basolateral MLBs were defined if they were located outside the white dotted line connecting the nuclei. The number of basolateral MLBs under each condition was counted in at least 20 PTECs (*n* = 3). (**C** and **D**) mRNA (**C**) and protein (**D**) levels of *Tmem55b* relative to *Gapdh* (**C**) and ACTB (**D**), respectively, in wild-type and *Tfeb*-deficient PTECs 6 hours after BSA or PA treatment (*n* = 3). The values are normalized by the mean value of BSA-treated, wild-type PTECs. Bars: 50 μm (**A**) and 5 μm (**B**). Values represent means ± SEM. Statistically significant differences: *P < 0.05 versus treatment-matched *Tfeb^fl/fl^* control littermates or wild-type PTECs; ^#^*P* < 0.05 versus nonobese mice or BSA-treated PTECs (**B**–**D**, 1-way ANOVA followed by the Tukey-Kramer test). BM, basement membrane; MLB, multilamellar body; TL, tubular lumen; N, nucleus. F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice; WT, wild-type PTECs; KO, *Tfeb*-deficient PTECs.

**Figure 7:**
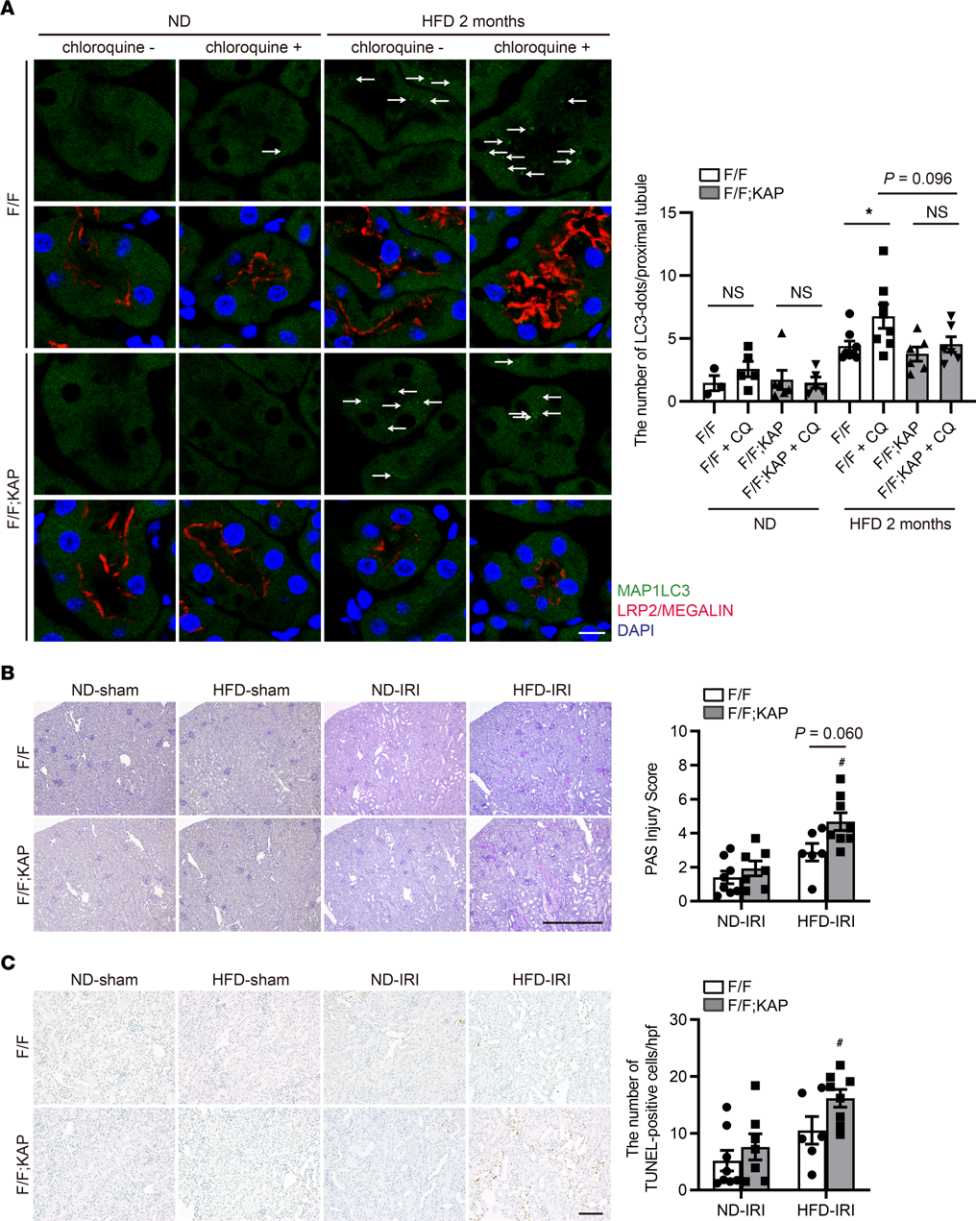
TFEB deficiency stagnates autophagic flux and enhances vulnerability to ischemia/reperfusion injury during HFD treatment. (**A**) Autophagic flux was assessed by counting the number of GFP-positive dots in the proximal tubules of nonobese or obese GFP-MAP1LC3 transgenic *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice with or without chloroquine administration (*n* = 3–6 in the nonobese group and 6–8 in the obese group). The number of GFP-positive dots per proximal tubule under each condition was counted in at least 10 high-power fields (original magnification, ×600) (each high-power field contained 10–15 proximal tubules). Representative images are presented. (**B** and **C**) Representative images of PAS (**B**) and TUNEL (**C**) staining of the kidney cortical regions of nonobese and obese *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice 2 days after unilateral IR or sham operation (*n* = 6–8 in each group). Sections were immunostained for LRP2, a marker of proximal tubules (blue) (**A**) and counterstained with DAPI (**A**) and methyl green (blue/green) (**C**). (**B**) The tubular injury score is shown. (**C**) The number of TUNEL-positive PTECs was calculated in at least 10 high-power fields. Bars: 10 μm (**A**), 500 μm (**B**), and 100 μm (**C**). Data are provided as means ± SEM. Statistically significant differences: *P < 0.05 versus mice with no chloroquine treatment; ^#^*P* < 0.05 versus nonobese mice (**A**, 2-tailed Student’s *t* test; **B** and **C**, 1-way ANOVA followed by the Tukey-Kramer test). Arrows indicate GFP-MAP1LC3 dots. CQ, chloroquine; F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice.

**Figure 8:**
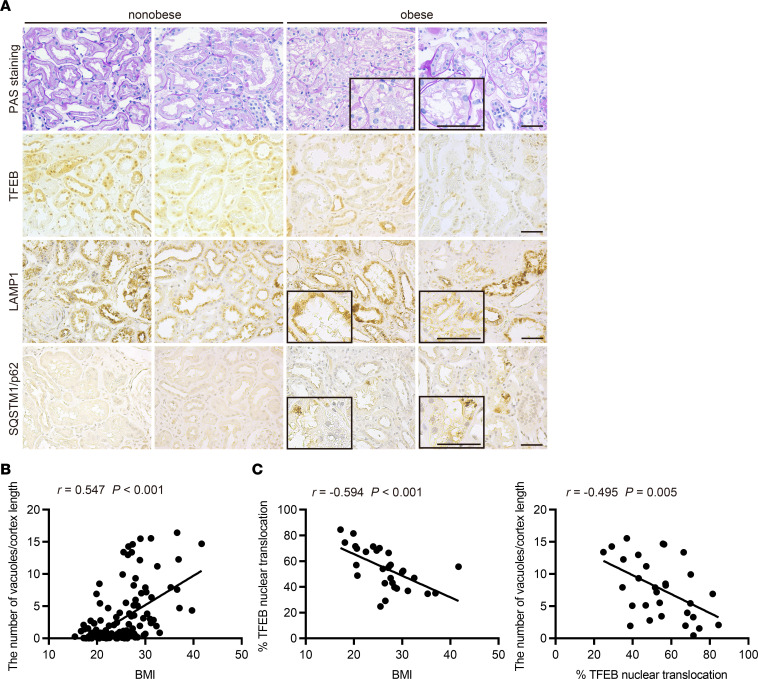
Higher BMI is associated with increased vacuolation and decreased nuclear TFEB in PTECs of patients with CKD. (**A**) Representative images of PAS staining and immunohistochemical staining for TFEB, LAMP1, and SQSTM1/p62 on kidney specimens obtained from obese and nonobese patients. Specimens were counterstained with hematoxylin. Magnified images are shown in the insets (original magnification, ×400). Bars: 50 μm. (**B** and **C**) Correlation between BMI and the severity of vacuolar formation (**B**) (*n* = 146) and between the percentage of PTECs exhibiting TFEB nuclear translocation and either BMI or the number of vacuoles (**C**) (*n* = 30). Relationships were examined using Pearson’s correlation and the corresponding *P* values. SQSTM1, sequestosome 1.

**Figure 9:**
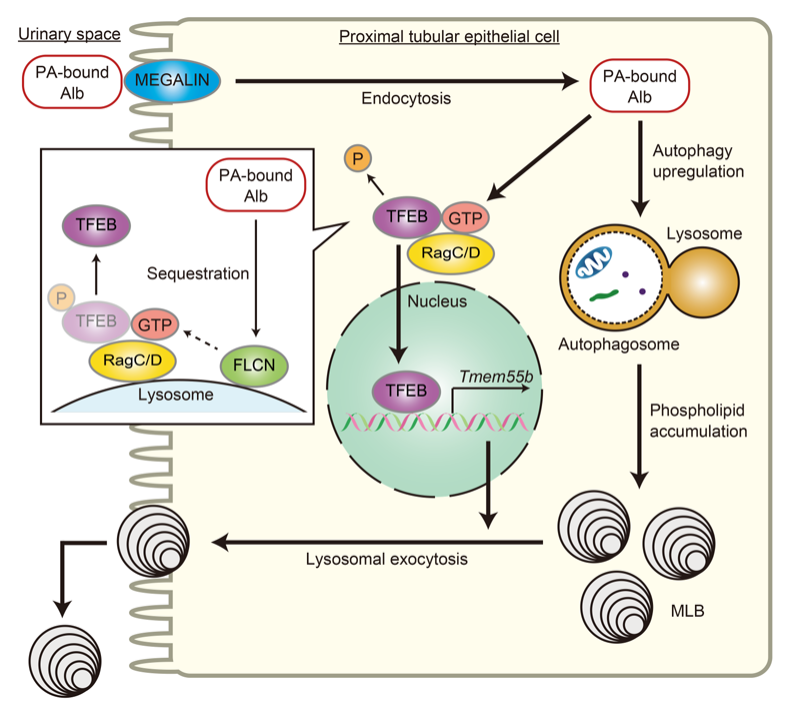
TFEB-mediated lysosomal exocytosis of MLBs is involved in ORT. Schematic illustration of this study. PTECs retrieve albumin-bound PA from the glomerular filtrate via megalin-mediated albumin endocytosis, which is delivered to lysosomes for degradation. PA strongly induces autophagy, which mobilizes phospholipids from cellular membranes to lysosomes, resulting in MLB accumulation. On the other hand, PA promotes TFEB nuclear translocation via Rag GTPase inactivation by sequestration of FLCN to the lysosomal membrane; this mediates lysosomal exocytosis of phospholipids into the apical tubular space to prevent MLB accumulation and counteract lipotoxicity.

## Version 1 01/17/2023

In-Press Preview

## Version 2 02/22/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

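RNA from immortalized wild-type mouse PTECs was analyzed after 6 hours with BSA or PA-bound BSA, with 3 libraries in each group. The groups and replicate numbers were taken from the sample labels, and the doses from the paper's methods. The columns of the deposited table are identified only by an initial for the treatment and a number, which were matched to the labels of the same treatment and number.

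The authors made base calls with bcl2fastq, mapped the reads to GRCm38 with TopHat 2.1.1 and Bowtie2 2.3.4.1 and tested the genes with edgeR 3.20.9, and they ran GSEA with clusterProfiler 3.12.0. The submitters' processing notes name TopHat2 2.1.1 and bcl2fastq. The read counter, the annotation and its strand setting are not given in the sources used here. The methods name 2 sequencing centers without saying which libraries each of them sequenced. The authors deposited RPKM values for each gene and library. The table deposited by the authors also holds a log2 fold change, a p-value and an adjusted p-value per gene from the authors' edgeR test, and the adjusted values equal a Benjamini-Hochberg adjustment of the p-values over all 24421 genes.

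Each RPKM value was a whole multiple of what 1 read is worth in its gene, within a tolerance of 1e-06, in 100% of genes. The library sizes used by the authors follow from these steps, from 17679817 to 21568228 reads. To recover the reads of each gene, the smallest factor that gives a whole gene length was used, which multiplied the reads of 288 genes and accounts for 99.4% of each library size. Other rules were compared by their totals, and the choice was made after these totals were seen: no factor gave 98.95% to 99.02%, lengths raised toward the annotation gave 100.15% to 102.63% depending on the tolerance, and the nearest multiple to the GENCODE exon union gave 168.9% to 170.4%. The recovered reads enter only limma voom, an alternative, and the read numbers given for genes near the floor.

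The main test was limma 3.58.1 (lmFit and eBayes with a variance trend, R 4.3.3) on log2(RPKM + 0.1) with condition as the only term, on the 11671 genes with a mean RPKM of at least 0.5. Adjusted p-values are Benjamini-Hochberg values over these genes. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change over 0.4, as in the paper's methods. The 36 gene lists cover lysosomal genes and their parts, TFEB targets, autophagy, Rag GTPases and MTORC1, the MiT/TFE factors, lysosome positioning and exocytosis, endocytosis, sterol, fatty acid, lipid droplet and phospholipid genes, stress responses, the spliceosome, amino acid metabolism, inflammation, interferon, the cell cycle, apoptosis, mitochondrial and ribosomal genes, tubular and injury genes, markers of other cell types and housekeeping genes. Of these, 31 had at least 5 members measured and were scored with fgsea 1.28.0 on the signed log2 fold change, whereas the methods describe a gene list made by its absolute value. Camera was run with a preset correlation of 0.01 and with an estimated correlation. Among lists that passed fgsea, the endoplasmic reticulum chaperones passed camera with an estimated correlation, and the other lists did not. Fry tests whether the genes of a list move, on balance, one way, and does not compare them with other genes.

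Genes named in the text are those of Figure 1B, genes the paper names, the 10 highest and 10 lowest log2 fold changes with an adjusted p under 0.05, a mean RPKM of at least 1 and all PA libraries on one side of all BSA libraries, and up to 4 members of each list with the largest change past the test, or up to 2 with the highest expression where none passed. The mouse symbols for genes that the paper names as proteins were written out after the data had been opened. Gene positions are from GENCODE vM21 on GRCm38, which has 98.5% of the gene symbols.

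The limma and fgsea steps were tested on simulated values for these 11671 genes and 3 libraries per group. Of 100 genes changed by a log2 fold change of 0.5, 65 were called, and of 100 changed by 1, 92 were called. Of 11431 unchanged genes, 8 were called. A planted set of 40 genes changed by 0.3 had an fgsea adjusted p of 0.0091 and an unchanged set 0.130. The noise was drawn for each gene on its own, so trends shared between genes, such as those with GC content, were absent. Far fewer genes were changed than were called in the real data, and only these sets were scored. The simulation therefore does not show the false call rates of these libraries or of the 31 lists.

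Libraries of a group differed by more than sampling noise, so none was treated as a duplicate. The chi-square per degree of freedom was 4.85 to 8.16 for pairs of BSA libraries and 1.86 to 3.11 for pairs of PA libraries. The limma fit assumes the same variance in both groups. A spread beyond sampling noise does not tell separate cultures from technical replicates. The deviations from the group mean followed the GC content of genes in the BSA libraries, with a Spearman correlation across genes of 0.35 in replicate 1, 0.16 in replicate 2 and −0.38 in replicate 3, where genes are not independent replicates.

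The alternatives were pseudocounts of 1 and 0.01, no filter and a minimum of 1 on the mean RPKM, median-of-ratios scaling, quantile normalization, the replicate number as a block, no variance trend, each library left out in turn, other thresholds, the authors' p-values over the genes kept, and, for lists, fgsea on the moderated t and camera. Limma voom on the recovered reads by 2 rules and the removal of each library's GC trend by loess were added after the data had been seen. The ChIP-Atlas enrichment and the data behind the other panels of Figure 1 were not analyzed here.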

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

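The tests that remove each library's GC trend were chosen after the lysosome and spliceosome results had been seen. The paper does not discuss 6 gene lists of which members rose with PA, from the integrated stress response to lipid droplets.

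Genes of the integrated stress response, the program driven by the transcription factor ATF4, rose almost as a whole: 29 of 31 were higher with PA and none was lower (31 higher and 0 lower when adjusted over the list alone). Ddit3, which encodes CHOP, went from 16.0 ± 0.925 to 43.2 ± 3.62 RPKM (SD, n = 3 libraries each), and Cebpb was 2.79-fold higher. The list's adjusted p in fgsea was 6.7e-13 (in camera, adjusted p = 0.0532 with an estimated correlation). Of 27 endoplasmic reticulum chaperone and stress genes, 19 rose (21 higher and 0 lower when adjusted over the list alone), with Herpud1 2.17-fold, Dnajb9 1.72-fold, Atf6 1.53-fold and Ero1lb 1.47-fold higher (camera adjusted p = 0.0307 with an estimated correlation). That call was lost without any 1 library (adjusted p from 0.0950 to 0.111), while in fgsea the list passed in every alternative.

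Of 26 targets of NRF2, the regulator of antioxidant genes, 18 rose, with Osgin1 1.95-fold higher (fgsea adjusted p = 4.1e-07, 19 higher and 0 lower when adjusted over the list alone; adjusted p = 0.200 with an estimated correlation). Of 29 genes of PPAR targets and fatty acid oxidation, 13 rose and 3 fell, Acadm, Hadha and Eci1, enzymes of fatty acid oxidation named after their values were seen (fgsea adjusted p = 7.6e-06, 15 higher and 8 lower when adjusted over the list alone; adjusted p = 0.293 with an estimated correlation). The number that fell was 6 without BSA replicate 3 and 8 with quantile normalization. Of 20 inflammatory genes of the NF-κB pathway, 7 rose, among them Ptgs2 at 2.63-fold, and 3 fell, Vcam1 among them (fgsea adjusted p = 0.0035, 7 higher and 3 lower when adjusted over the list alone; adjusted p = 0.325 with an estimated correlation). Of 22 lipid droplet and triacylglycerol genes, 7 rose and none fell, with Lpin1 2.25-fold and Hilpda 2.09-fold higher (fgsea adjusted p = 0.0157, 7 higher and 0 lower when adjusted over the list alone; adjusted p = 0.293 with an estimated correlation). That list did not pass fgsea with a pseudocount of 0.01 (adjusted p = 0.0666) or with no filter (adjusted p = 0.108).

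The rise of the integrated stress response list was set against GC content, gene length and expression level. Of 10000 random lists matched on these, 0 had a median log2 fold change as high as 0.67, which argues against them as the cause. The 6 libraries make 10 splits into 3 and 3, of which 1, the real one, gave the median farthest from 0, and the farthest of the others was −0.24. The splits are too few for a share under 0.05. Each other split also puts PA and BSA libraries in both groups, so any difference between PA and BSA shrinks its median and widens its spread. The other splits therefore do not show what chance alone gives. All 31 members had every PA library above every BSA library, and PA is the difference between the groups that the labels name; which libraries each sequencing center ran is not given in the sources used here, so a batch was not tested.

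The rise of the lysosome list was set against the same 3 properties, and 0 of 10000 matched lists had a median as high as 0.25. With the GC trend of each library removed, the list's fgsea adjusted p was 7.2e-14, which argues against that trend as the cause. Among the 10 splits, 1, the real one, lay farthest from 0, and the farthest of the others was −0.11, but the splits are too few for a share under 0.05. The others again mix PA and BSA libraries in both groups, so no conclusion is drawn from them. The hypothesis that only the listed TFEB targets carried the rise was tested on the other 70 members, of which 22 rose and 3 fell, with a fall of the median from 0.25 to 0.04 and an fgsea adjusted p of 0.00024, which argues against the listed targets as the only cause. Most of the median rise nevertheless went with them, and unlisted TFEB targets among the 70 were not tested.

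The fall of the spliceosome list was small, and 0 of 10000 matched lists had a median as low as −0.09. With the GC trend of each library removed, its fgsea adjusted p was 0.00087, which argues against that trend as the whole cause of its position below other genes. In camera with an estimated correlation the list did not pass, with this correction or without it (adjusted p = 0.221 without). The same correction moved the median from −0.09 to −0.08, left 14 members lower where 26 had been, and ended the fry call (adjusted p from 0.0088 to 0.130), so a fall in itself, apart from other genes, stays open. The real split gave a median of −0.09 and the farthest of the others gave 0.05, but the splits are too few for a share under 0.05. The same holds for the 734 differentially expressed genes against at most 2 in another split. Where PA and BSA differ, mixing their libraries in both groups by itself keeps the count of a split low.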

How the results depend on the processing

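The choices added after the data had been seen were limma voom on recovered reads and the GC correction. At both thresholds the alternatives gave 555 to 875 differentially expressed genes, each within 1.5 times of 734, with 795 and 793 for voom and 759 with the GC correction. An adjusted p under 0.05 alone gave 2413 genes and an absolute log2 fold change over 1 gave 92, which follows from the thresholds themselves. With the replicate block, 756 genes passed. The replicate numbers gave no clear pairs: the deviations of same-numbered libraries correlated at 0.035, −0.036 and 0.094 across genes, at 0.244, −0.038 and 0.213 across genes with a mean RPKM over 5, and BSA replicate 2 correlated better with PA replicate 1 than with its own number. The lysosome, other TFEB target and spliceosome lists kept their direction and passed fgsea in every alternative that was run, and the 14 tested genes of Figure 1B rose in each. The same 3 lists did not pass camera with an estimated correlation, at adjusted p = 0.221 for the lysosome list, 0.0815 for the other TFEB targets and 0.221 for the spliceosome list; the cause was not tested. With the GC correction the lysosome list and the other TFEB targets passed it (adjusted p = 0.0288 and 0.0148), and the spliceosome list did not. Of the 31 lists, 20 passed fgsea, and 16 (pseudocount of 0.01) to 25 (pseudocount of 1) did so in the alternatives. Of 142 named genes tested, 122 were called, 95 of them in every alternative and 27 lost in at least 1. With 1 library left out, the log2 fold changes of 4 genes that did not pass the test took both signs, for Map1lc3a from −0.16 to 0.011, for Tfe3 from −0.0030 to 0.055, for Gapdh from −0.0066 to 0.0078 and for Cd14 from −0.069 to 0.14; the cause was not tested. Rragd, below the minimum of 0.5 on the mean RPKM, had 7, 8 and 10 reads in BSA-treated and 22, 14 and 18 in PA-treated PTECs, and the pseudocount of 0.1 is close to its level.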

Differences from the paper's values

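At the thresholds of the paper's methods, 734 genes were counted here, beside the paper's approximately 1000, a ratio below 1.5. Among the alternatives set before the data were examined, the count was more than 1.5 times below the paper's with a pseudocount of 1 (563) and without BSA replicate 1 (649), BSA replicate 2 (583), PA replicate 2 (555) or PA replicate 3 (603), and 92 genes passed with an absolute log2 fold change over 1. At an adjusted p under 0.05 alone, 2413 genes passed. The authors' p-values over the genes kept here gave 875, and in the authors' deposited table, over all its genes, 955 pass both thresholds.

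The paper's Figure 1A places alanine, aspartate and glutamate metabolism among the suppressed pathways. The list used here, which is not KEGG's own, had 3 genes higher and 3 lower of 19, with a median log2 fold change of −0.04, a normalized enrichment score of 1.00 and an fgsea adjusted p of 0.495. The directions in Figure 1A of the lysosome, steroid biosynthesis, ferroptosis, fatty acid metabolism and spliceosome pathways are those found here for the corresponding lists. Figure 1A comes from the same libraries, and these lists were written to stand in for its pathways. The shared directions are therefore not independent evidence.

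The paper's Figure 1B shows Rragd as higher with PA. It was too low to be tested in the main comparison here, and with no filter its log2 fold change was 0.63 (limma adjusted p = 0.0800). In the authors' deposited table its log2 fold change is 1.17 at an adjusted p of 0.0112. The other 14 genes of Figure 1B were higher with PA here as well.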

Other observations

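Around the lysosome, genes of nutrient sensing and lysosome transport moved in part. The Rag GTPase and MTORC1 list shares 4 genes with the other TFEB targets, 2 with Figure 1B and 4 with the integrated stress response. The autophagy list shares 7 with the other TFEB targets and 3 with Figure 1B, and the positioning and exocytosis list 2 with each. The rises of these 3 lists are therefore not separate from those. Of 31 genes of the Rag GTPases and MTORC1, 12 rose and none fell (13 higher and 1 lower when adjusted over the list alone; fgsea adjusted p = 7.4e-04, and adjusted p = 0.221 with an estimated correlation), among them Eif4ebp1, a translation repressor gene, at 1.43-fold, while Mtor and Rheb did not pass the test (limma adjusted p = 0.712 and 0.0506). Of 47 autophagy genes, 10 rose and 1, Vamp8, fell (11 higher and 1 lower when adjusted over the list alone; fgsea adjusted p = 0.0226, and adjusted p = 0.302 with an estimated correlation), with Tecpr1 1.49-fold, Gabarap 1.26-fold, Gabarapl1 1.24-fold and Gabarapl2 1.14-fold higher; that list did not pass with a pseudocount of 0.01 (adjusted p = 0.0687). Atg5, Atg7, Rb1cc1 and Map1lc3a had log2 fold changes of −0.07, 0.06, −0.11 and −0.10 and did not pass. Of 27 genes of lysosome positioning and exocytosis, 7 rose and 1, Dync1i2, fell (8 higher and 2 lower when adjusted over the list alone; fgsea adjusted p = 0.0429, and adjusted p = 0.245 with an estimated correlation). They included Arl8a, a small GTPase of lysosome transport, at 1.42-fold and Spag9, the adaptor JIP4, at 1.38-fold; without any 1 of the libraries except PA replicate 2, the list did not pass (adjusted p from 0.0508 to 0.0881). Tmem55b, which the paper measured by other assays in Figure 6, had 521, 597 and 363 reads with BSA and 930, 670 and 834 with PA. Of 32 phospholipid and ceramide genes, 12 rose and 2, Smpd3 and Lpcat1, fell (13 higher and 2 lower when adjusted over the list alone; fgsea adjusted p = 0.0827 on the log2 fold change and 0.0044 on the moderated t, and adjusted p = 0.215 with an estimated correlation), with Chka, choline kinase, 1.52-fold, Sgms2 1.44-fold and Pcyt2 1.40-fold higher. Of 8 endocytosis genes, 1 rose, Eea1 at 1.65-fold, while Cav2, Clta, Rab5a and Lrp2 did not pass (fgsea adjusted p = 0.495, 3 higher and 1 lower when adjusted over the list alone). Lgals3, which encodes galectin-3, was 1.35-fold higher (limma adjusted p = 2.3e-04). The paper's marker of lysosomal membrane damage is dots of the galectin-3 protein, which a transcript level does not measure. Of 2 measured MiT/TFE genes, none passed.

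Some genes of growth and of the tubular epithelium were slightly lower with PA. Of 32 cell cycle genes, 11 fell and none rose (0 higher and 14 lower when adjusted over the list alone; fgsea adjusted p = 0.197 on the log2 fold change and 0.0011 on the moderated t, and adjusted p = 0.0815 with an estimated correlation), with Ccne1 1.34-fold, Top2a 1.17-fold, Mcm6 1.16-fold and Ccna2 1.15-fold lower; 5 fell without PA replicate 2. Of 32 genes of oxidative phosphorylation, 9 fell (0 higher and 10 lower when adjusted over the list alone; fgsea adjusted p = 0.0827 on the log2 fold change and 3.2e-04 on the moderated t, and adjusted p = 0.0815 with an estimated correlation), but 4 with median-of-ratios scaling and 0 without PA replicate 2. Of 42 ribosomal protein genes, 5 fell (0 higher and 0 lower when adjusted over the list alone; fgsea adjusted p = 0.0338, and adjusted p = 0.293 with an estimated correlation), but 0 with median-of-ratios scaling, and the list did not pass fgsea with quantile normalization (adjusted p = 0.483) or without BSA replicate 3 (adjusted p = 0.0821). Of 14 proximal tubule genes, 4 fell, among them Krt18 1.25-fold, Krt8 1.20-fold and Dab2 1.18-fold (0 higher and 5 lower when adjusted over the list alone; fgsea adjusted p = 0.0736 on the log2 fold change and 0.0244 on the moderated t, and adjusted p = 0.200 with an estimated correlation). Of 20 tubular injury genes, 8 rose and 3 fell (9 higher and 4 lower when adjusted over the list alone; fgsea adjusted p = 0.203), with Sox9 2.22-fold, Areg 1.56-fold and Cd44 1.46-fold higher and Vcam1, which is also in the NF-κB list, 1.74-fold lower; 4 rose without PA replicate 2. Of 21 genes of the p53 pathway and apoptosis, 7 rose and 2 fell (9 higher and 2 lower when adjusted over the list alone; fgsea adjusted p = 0.0736 on the log2 fold change and 0.0236 on the moderated t, and adjusted p = 0.305 with an estimated correlation), with Pmaip1 1.70-fold and Bbc3 1.48-fold higher, and of 13 interferon genes, 2 rose, Oasl1 and Bst2, and 1 fell, Ddx58 (2 higher and 3 lower when adjusted over the list alone; fgsea adjusted p = 0.218). Of 12 housekeeping genes, 1 rose, Gusb, and 2 fell, Actb and Sdha (1 higher and 2 lower when adjusted over the list alone; fgsea adjusted p = 0.980), and Gapdh, a loading control in the paper, had a log2 fold change of 0.00. Actb, whose protein is the paper's reference for TMEM55B protein, had a log2 fold change of −0.27 (limma adjusted p = 0.0016). A transcript level does not measure that protein. Of 2 genes of other nephron segments, 1 rose, Podxl at 1.15-fold, and Synpo had a log2 fold change of −0.64 (limma adjusted p = 0.0655, 1 higher and 1 lower when adjusted over the list alone). None of 2 fibroblast, 2 endothelial and 3 immune genes tested passed over all genes, but both fibroblast genes did when adjusted over the list alone, Pdgfrb with a log2 fold change of −0.71 and Col1a2 with −0.40 (fry adjusted p = 0.0055; in camera, adjusted p = 0.222 with the preset correlation and adjusted p = 0.325 with an estimated correlation).

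In a test of Reactome pathways chosen after the data had been seen, 9 passed, 8 toward higher and 1 toward lower. Such pathways can share genes, and their overlap with each other or with the V-ATPase and cholesterol lists was not measured. They therefore do not count as 9 separate results. Cholesterol biosynthesis came first (fgsea adjusted p = 1.5e-05, 22 genes), followed by transmembrane transport of small molecules (adjusted p = 7.6e-05), 2 pathways of SREBP regulation (adjusted p = 0.0013 for both), iron uptake and transport (adjusted p = 0.0013, 33 genes), transferrin endocytosis and recycling (adjusted p = 0.0024), insulin receptor recycling (adjusted p = 0.0147) and fatty acyl-CoA biosynthesis (adjusted p = 0.0158), and the lower one was muscle contraction (normalized enrichment score −1.92, adjusted p = 0.0251). Pathways for mRNA splicing (adjusted p = 0.163, 114 genes), the unfolded protein response (adjusted p = 0.194, 15 genes), lysosome vesicle biogenesis (normalized enrichment score −0.81, adjusted p = 0.954) and lipid regulation by PPARα (normalized enrichment score −0.51) did not pass. The first principal component, with 37.1% of the variance, separated the groups, and BSA replicate 3 lay at one end of the second, with 21.2%.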
